# The Mi-2 nucleosome remodeler and the Rpd3 histone deacetylase are involved in piRNA-guided heterochromatin formation

**DOI:** 10.1038/s41467-020-16635-5

**Published:** 2020-06-04

**Authors:** Bruno Mugat, Simon Nicot, Carolina Varela-Chavez, Christophe Jourdan, Kaoru Sato, Eugenia Basyuk, François Juge, Mikiko C. Siomi, Alain Pélisson, Séverine Chambeyron

**Keywords:** Epigenetics, Non-coding RNAs, Transposition

## Abstract

In eukaryotes, trimethylation of lysine 9 on histone H3 (H3K9) is associated with transcriptional silencing of transposable elements (TEs). In drosophila ovaries, this heterochromatic repressive mark is thought to be deposited by SetDB1 on TE genomic loci after the initial recognition of nascent transcripts by PIWI-interacting RNAs (piRNAs) loaded on the Piwi protein. Here, we show that the nucleosome remodeler Mi-2, in complex with its partner MEP-1, forms a subunit that is transiently associated, in a MEP-1 C-terminus-dependent manner, with known Piwi interactors, including a recently reported SUMO ligase, Su(var)2-10. Together with the histone deacetylase Rpd3, this module is involved in the piRNA-dependent TE silencing, correlated with H3K9 deacetylation and trimethylation. Therefore, drosophila piRNA-mediated transcriptional silencing involves three epigenetic effectors, a remodeler, Mi-2, an eraser, Rpd3 and a writer, SetDB1, in addition to the Su(var)2-10 SUMO ligase.

## Abstract (web summary)

In *S. pombe*, small non-coding RNA mediates heterochromatin formation by recruiting the nucleosome remodeling and histone deacetylase complex. Here, the authors show that fly nucleosome remodeler Mi-2 and histone deacetylase Rpd3 are involved in piRNA-dependent transcriptional silencing of transposable elements.

## Introduction

Eukaryotic genomes contain large amounts of repetitive DNA elements, including transposable elements (TEs). These sequences are major targets for the assembly of heterochromatin^1–4^. Some posttranslational modifications (PTMs) of histones, such as hypoacetylation of histone tails and trimethylation of lysine 9 on histone H3 (H3K9me3), are heterochromatin hallmarks and key players in heterochromatin assembly^5–8^. These histone PTMs allow the binding to nucleosomes of specific proteins, known as histone PTM “readers.” Such readers can belong to complexes that contain or recruit chromatin-­modifying enzymes that, in turn, add histone PTMs (i.e., writers) or remove them (i.e., erasers). Writers and erasers can also be recruited via interaction with sequence-specific DNA binding proteins, as described in *Saccharomyces cerevisiae*^9,10^. Alternatively, base-pairing between a nascent transcript and a small non-coding RNA, which is associated with an Argonaute protein in a RNA-induced transcriptional silencing (RITS) complex, is another way to specifically recruit writer/eraser proteins to sequences to be heterochromatinized.

Small non-coding RNA-mediated heterochromatin formation is best understood in *Schizosaccharomyces pombe*, in which the Argonaute 1 protein, guided by a small interfering RNA (siRNA), targets the complementary sequence of centromeric repeat nascent RNAs to recruit the writer Clr4 that deposits the H3K9me2 repressive mark^11–14^. H3K9me2 is then read by the chromodomain of Chp2, which recruits the Snf2/HDAC repressive complex (SHREC), a functional homolog of the nucleosome remodeling and histone deacetylase (NuRD) metazoan complex, which acts at the same time as a chromatin remodeler and an eraser, removing histone acetylation, to eventually reinforce centromeric repeat repression. These nucleosome remodeling and deacetylase sub-entities can function both independently of the whole SHREC and coordinately as the holo-complex^15,16^. In *Drosophila melanogaster*, the Mi-2 nucleosome remodeling ATPase resides within two different complexes, the canonical dNuRD and the *Drosophila* MEP-1 containing complex (dMec). As opposed to dNuRD, dMec functions independently of the HDAC subunit to act as a small ubiquitin-related modifier (SUMO)-dependent co-repressor^17^. None of these chromatin remodeler complexes has ever been described in the *Drosophila* TE heterochromatinization pathway.

In *Drosophila* ovaries, nascent TE transcripts are transiently targeted by PIWI-interacting small RNAs (piRNAs) that are associated with the Piwi Argonaute protein in a piRNA-containing RITS (piRITS) complex^18–20^. How recognition of nascent TE RNA by the piRITS leads to H3K9me3 deposition and TE heterochromatinization is still not well understood. Genetic and biochemical studies suggest that the methyltransferase SetDB1/Eggless is the writer that deposits the H3K9me3 repressive mark^21–24^. SetDB1 was recently suggested to physically and genetically interact with a Piwi interactor, the SUMO ligase Su(var)2-10, providing the first insight into its Piwi-mediated chromatin recruitment^24^. Gametocyte-specific factor 1 (Gtsf1, also known as Asterix), Panoramix (Panx, also known as Silencio), and Nxf2 have also been described to interact with Piwi^21,23,25–30^. In the experiments performed to determine the piRITS interactome, using either Piwi or its interactors Panx and Nxf2 as baits, no proteins belonging to a chromatin repressor complex that could be functionally homologous to SHREC of *S. pombe* have been identified.

Here we identify three piRITS corepressors in *Drosophila*: the Rpd3 histone deacetylase, the Mi-2 nucleosome remodeler, and its MEP-1 partner. We demonstrate the direct involvement of each of them in the transcriptional silencing of piRNA targets and in the H3K9 trimethylation and deacetylation of TE chromatin in ovarian somatic cells (OSCs). Unexpectedly, Rpd3 and Mi-2 are not conveyed to piRITS as members of the SHREC-like canonical NuRD complex. Instead, most of the somatic ovarian Mi-2 pool is associated with its MEP-1 partner in a dMec module that seems to transiently interact with a Piwi/Gtsf1 subunit. A physical link between these two modules might be provided by Su(var)2-10 that we found to interact with MEP-1 in both S2 and OSCs, in addition to its previously reported Piwi and SetDB1 partners^24^. Of note, when artificially tethered to DNA, MEP-1 is sufficient to repress the target, concomitantly with H3K9me3 deposition and H3K9 deacetylation. Together, these findings suggest that conserved mechanisms of RNA-mediated transcriptional silencing use nucleosome remodelers, chromatin erasers, and writers.

## Results

### Three known co-repressors physically interact with Piwi

To define the interactome of Piwi, we used its Gtsf1 partner as a bait in nuclear lysates of cultured OSCs^31^. We first performed pulldown experiments using recombinant GST-Gtsf1 (ref. ^25^) (Supplementary Fig. 1a), followed by mass spectrometry analysis (see Supplementary Information). This approach was validated by a 2.6 × 10^8^-fold Piwi enrichment in GST-Gtsf1 pulldown compared with the GST control, as expected from previously described Gtsf1–Piwi interactions^25,26^ (Supplementary Fig. 1b and Supplementary Data 1). Among the identified Gtsf1 partners, we decided to focus on the Rpd3 histone deacetylase (HDAC1 homolog), the Mi-2 nucleosome remodeling ATPase, and the MEP-1 Krüppel-type zinc-finger protein (1.3 × 10^6^-, 7.3 × 10^7^-, and 3.8 × 10^6^-fold enrichments as compared with GST alone, respectively), because they all belong to nucleosome remodeling and/or deacetylase silencing complexes as reported previously^32–36^ (Supplementary Fig. 1b and Supplementary Data 1). Moreover, one of these three putative Gtsf1 interactors, MEP-1, had also been reproducibly identified in two previous genetic screens for factors involved in TE repression in ovarian somatic and germinal tissues^37,38^.

To validate the physical links between Gtsf1 and its three putative interactors (Rpd3, Mi-2, and MEP-1), we overexpressed a green fluorescent protein (GFP)-tagged Gtsf1 protein (Gtsf1-GFP) in OSCs. We found that the Gtsf1-GFP immunoprecipitation pulled down not only Piwi but also its three putative interactors Mi-2, MEP-1 and Rpd3, as well as the Rpd3-associated protein p55 (RdAp48 homolog) (Fig. 1a). To further analyze these interactions, we used a semi-quantitative luminescence-based co-immunoprecipitation (co-IP) method (LUMIER)^39^. In this assay, Gtsf1 is fused to the FLAG-tagged Firefly luciferase (FFL) and used as a bait to quantify its interaction with various preys fused to *Renilla* luciferase (RL) (Fig. 1b). Following transient co-expression in S2 cells, the FFL-bait was immunoprecipitated with an anti-FLAG antibody, and the RL and FL luciferase activities were measured in the input and the IP (Fig. 1c). Luciferase activities ratio after IP gives a sensitive readout of the interaction between the bait and the prey. We used mCherry-RL as a negative prey control for co-IP. By this approach, we confirmed the strong interaction between Gtsf1 and Piwi as previously reported^25,26^. We also detected significant interactions between Gtsf1 and MEP-1, Mi-2, and Rpd3.

**Fig. 1:**
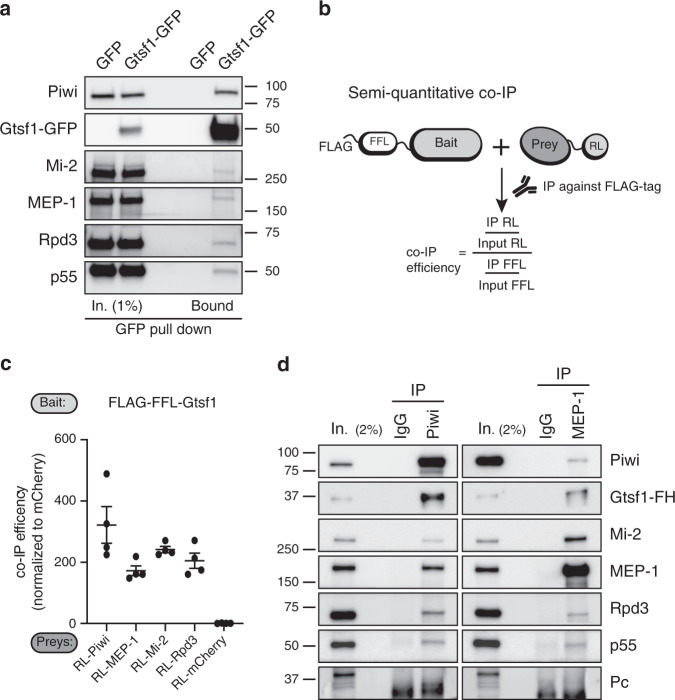
Piwi and Gtsf1 interact with MEP-1, Mi-2, Rpd3 and p55 in OSCs. **a** Western blot analysis of co-immunoprecipitation (co-IP) of Gtsf1-GFP from OSC nuclear extract using GFP-Trap. Control IPs were performed with OSCs transfected with a GFP-expressing vector. **b** Principle of dual-luciferase co-IP. A bait protein is fused to FLAG-tagged Firefly luciferase (FLAG-FFL), whereas potential interactors (preys) are fused to *Renilla* luciferase (RL). Following transient co-expression in S2R+ cells, the bait is immunoprecipitated with anti-FLAG antibodies and the co-IP efficiency is quantified by monitoring FFL and RL activities. **c** Graph shows the normalized co-IP efficiency (co-IP efficiency normalized to the RL-mCherry co-IP, this latter being used as a control of non-interacting prey) between the Gtsf1 bait and the indicated RL preys: Piwi, MEP-1, Mi-2, and Rpd3. Dots show values for *n* = 4 biologically independent samples, lines represent mean values ± SEM. **d** Western blot analysis of co-IP of endogenous Piwi and MEP-1 from Gtsf1-FH-containing OSC nuclear extract using anti-Piwi (left panel) and anti-MEP-1 (right panel) antibodies. Mouse and rabbit IgGs were used as control IPs for Piwi and MEP-1, respectively. The amount of input (In.) loaded relatively to IP is indicated as a percentage. Source data: **c**: Supplementary Data set 2; uncropped blot images are provided in Supplementary Data set 1.

To prevent artificial interactions due to overexpression, we next tagged the C-terminus of the endogenous Gtsf1 in OSCs with FLAG-HA(3×) (Gtsf1-FH) using the CRISPR-Cas9 approach (Supplementary Fig. 2a, b). For unknown technical reasons, we were unable to specifically immunoprecipitate the Gtsf1 partners with anti-HA antibody. Indeed, Piwi was pulled down even in the negative control immunoprecipitation (IP) using nuclear lysates of OSC cells that do not express Gtsf1-FH (Supplementary Fig. 2c). To circumvent this problem, we used an anti-Piwi antibody to immunoprecipitate the endogenous Piwi from nuclear extracts of OSC cells expressing Gtsf1-FH. The known Piwi partner Gtsf1 (refs. ^25,26^), as well as Mi-2, MEP-1, Rpd3, and p55 co-immunoprecipitated with Piwi in this experiment (Fig. 1d, left panel). The reciprocal immunoprecipitation of endogenous MEP-1 from the OSCs extract revealed the presence of Mi-2, Gtsf1, Piwi, Rpd3, and p55 in the immunoprecipitate (Fig. 1d, right panel). Specificity of the IPs was supported by the absence of Pc, a PRC1 Polycomb silencing complex component (Fig. 1d).

Altogether, these data provide evidence for physical interactions between Piwi, Gtsf1 and at least three components of chromatin modifying and remodeling co-repressor complexes.

### Rdp3, MEP-1, and Mi-2 transiently interact with piRNA machinery

Rpd3, MEP-1, and Mi-2 are known to belong to several repressor complexes as follows: (1) a functional counterpart of the yeast SHREC, the *Drosophila* nucleosome remodeling and deacetylation (dNuRD) complex, is composed of a core complex containing MTA1-like, Rpd3, p55, and MBD-like to which Mi-2, CDK2AP1, SIMJ, and also MEP-1, may be less stably associated^33,40^; (2) a stable dMec also contains MEP-1 and Mi-2, but, unlike dNuRD, is devoid of Rpd3 (ref. ^32^); (3) finally, several complexes contain the Rpd3/p55 module^41,42^. We attempted to determine whether Piwi co-elutes with any of these complexes, by performing Superose 6 gel filtration of nuclear extracts from OSC cells (Fig. 2a). Rpd3 and p55 were detected in several fractions representing a broad range of apparent molecular masses (100 to >2000 kDa) in agreement with the notion that these proteins are components of several distinct complexes. Very similar elution peaks (fractions 20–22) were observed for Mi-2 and MEP-1, matching the elution profile of the dMec stable complex previously described in *Drosophila* Kc167 cell nuclear extracts^32^. A small proportion of both proteins was also present in a fraction of higher molecular weight where the dNuRD-specific MTA1-like protein peaked (fraction 18), in agreement with the typical dNuRD elution profile previously described for embryonic MTA1-like and Mi-2 (ref. ^43^). However, neither of these two complexes co-eluted with an apparently stable Piwi-Gtsf1 complex, which reproducibly peaked in fractions of much lower apparent molecular mass (fraction 34). Thus, although physical interactions exist between Piwi, Gtsf1, Mi-2, MEP-1, Rpd3, and p55, they are either too transient or not abundant enough for a putative scaffold of these subunits to be isolated in our experimental conditions.

**Fig. 2:**
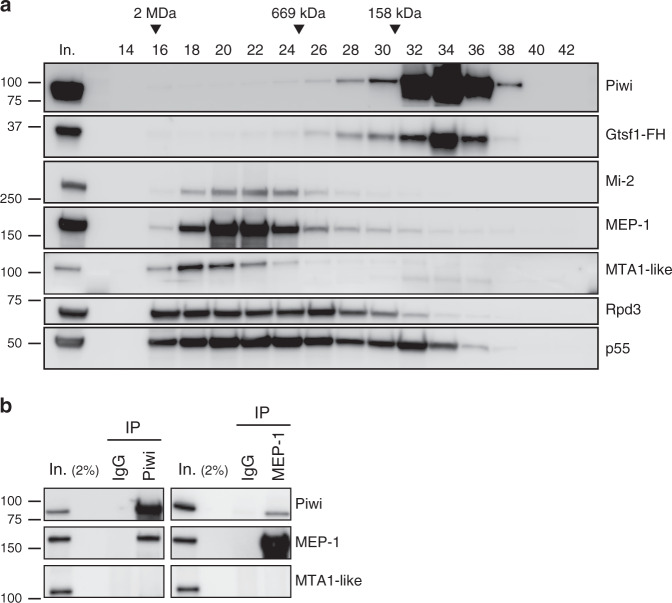
Rdp3, Mi-2, and MEP-1 are not associated with Piwi and Gtsf1 as a stable preformed subunit. **a** Superose 6 gel filtration of nuclear extracts from OSCs. Fractions were analyzed by western blotting using the indicated antibodies. Fraction numbers and molecular mass standards are indicated on the top. Input (In.): 2% of extract loaded onto the column. **b** Western blot analysis of co-IP of endogenous Piwi and MEP-1 from OSC nuclear extract. Mouse and rabbit IgGs were used as control IPs for Piwi and MEP-1, respectively. The amount of inputs loaded relatively to IPs is 2%. Source data: uncropped blot images are provided in Supplementary Data set 1.

Next, as one of these complexes, the canonical dNuRD, may contain all three proteins together, at least in embryos^33^, we examined whether it could be detected in Piwi and MEP-1 immunoprecipitation. To do so, we looked for the presence of the MTA1-like protein, a diagnostic dNuRD subunit, in co-IP experiments of endogenous Piwi and MEP-1 in OSC cells. Neither Piwi nor MEP-1 were able to pull down MTA1-like (Fig. 2b), suggesting that the bona fide dNuRD complex is not associated to Piwi. Taken together, these data suggest that Mi-2 and MEP-1 interact with Piwi not as components of dNuRD but as a dMec preformed module. Therefore, Rpd3 cannot be conveyed to the Piwi-dependent silencing machinery by the dNuRD complex, but, perhaps, as a component of another Rpd3/p55-containing co-repressor complex.

### Rpd3, Mi-2, and MEP-1 mediate TE transcriptional repression

To study the impact of Rpd3, Mi-2, and MEP-1 on TE repression, we knocked them down (KD) by RNA interference (RNAi) in OSCs where TEs are repressed by a fully functional Piwi-piRNA pathway^44^. After validation of the RNAi efficiency (Supplementary Fig. 3a, b) and normalization with a siRNA GFP control (siGFP), we compared the mRNA-seq data between the Mi-2- or the Rpd3- and the Piwi-KD (Fig. 3a and Supplementary Fig. 3c). 

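The mRNA-seq data comprise 1 library each for siGFP, sipiwi, siMi-2 and siRpd3, made from poly(A) RNA of OSCs 4 days after transfection with 200 pmol of siRNA at 26 °C. The sample labels name the control EGFP. No difference between conditions has a replicate check. The authors deposited FPKM values for 35327 transcripts and for 121 TEs in each library. From the steps between these values, 36702889 mapped reads were recovered for siGFP, 38060116 for sipiwi, 36143523 for siMi-2 and 32638866 for the library labelled siRpd3. The transcripts of each gene were summed and each gene was compared with siGFP as log2(FPKM + 0.1), which understates the change of low genes. Intervals of ratios are exact 95% Clopper-Pearson intervals on the recovered reads. They compare libraries, not conditions, and cover counting error only, since PCR reads are not independent molecules. The RNA of piwi was at 73.5 FPKM in siGFP, 38.9 in sipiwi, 104 in siMi-2 and 84.6 in the library labelled siRpd3, and its log2 ratio in sipiwi was -0.92 (interval -0.97 to -0.86). Mi-2 RNA was at 34.4 FPKM in siGFP, 69.3 in sipiwi, 5.67 in siMi-2 and 83.6 in the library labelled siRpd3, with a log2 ratio of -2.58 in siMi-2 (interval -2.66 to -2.50). Rpd3 RNA, listed under the symbol HDAC1, was at 71.3 FPKM in siGFP, 109 in sipiwi and 54.7 in siMi-2, and at 104 in the library labelled siRpd3. Its log2 ratio there was 0.54 (interval 0.49 to 0.60), so that the targeted RNA was not lower under this label. The scaling changed the direction of this ratio: it was -0.15 with each library scaled to its median gene and 1.81 with each scaled to RpL32. RpL32 itself had a log2 ratio of -1.27 there, and the ribosomal protein genes a median of -1.29. Scaling to RpL32 thus raises every ratio of that library. Every direction drawn from the library labelled siRpd3 below carries this limit.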

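Among 7952 genes with a mean FPKM of at least 1, the median log2 ratio to siGFP was 0.29 in sipiwi, 0.13 in siMi-2 and 0.69 in the library labelled siRpd3. More than 2-fold higher were 907 genes in sipiwi, 1246 in siMi-2 and 3252 in the library labelled siRpd3, and below 0.5-fold were 202, 273 and 591 genes in the same order. With each library scaled to its median gene, 432 genes were higher and 363 lower in sipiwi, 1063 and 367 in siMi-2, and 1856 and 1713 in the library labelled siRpd3. The ratios in the library labelled siRpd3, where Rpd3 RNA was not lower, rose with the length of the transcript. The median log2 ratio there was -0.30 for 699 genes with transcripts below 600 nt and 2.02 for 526 genes with transcripts of at least 5000 nt. The corresponding medians were 0.06 and 0.67 in sipiwi, and 0.19 and 0.38 in siMi-2. Across genes, which are not independent replicates, the Spearman correlation of the ratio with transcript length was 0.47 in the library labelled siRpd3, 0.26 in sipiwi and 0.04 in siMi-2.

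**Figure D1:**
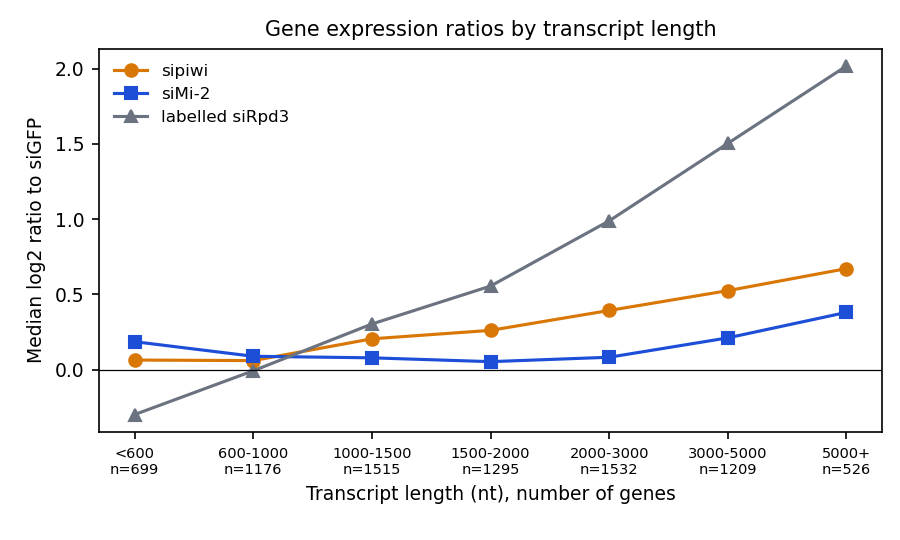
Median log2 ratio to siGFP of genes (vertical axis) by transcript length in nt (horizontal axis, with the number of genes), for sipiwi, siMi-2 and the library labelled siRpd3. The median in the library labelled siRpd3 rises from -0.30 to 2.02 with length.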

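A TE was counted as Piwi-targeted when its FPKM in sipiwi was more than 2-fold that in siGFP, without a pseudocount, and 29 of 109 TEs above 0 in both libraries passed. In siMi-2, 27 of the 29 (93.1%) were also more than 2-fold higher, the exceptions being FB (log2 ratio 0.80) and R1A1-element (0.30). In the library labelled siRpd3, whose Rpd3 RNA was not lower, 23 of the 29 (79.3%) passed the same threshold. The 6 others there were 17.6, FB, Rt1a, Stalker, transib1 and transib2, with log2 ratios from -0.46 for transib1 to 0.97 for 17.6. Both libraries were above 2-fold for 22 TEs. The number of Piwi-targeted TEs was lowest with a pseudocount of 1 FPKM and with a threshold of 4-fold, with 14 under each, and highest with a threshold of 1.5-fold and with scaling to RpL32, with 40 under each. In siMi-2, 17 of the 29 were above 2-fold with each library scaled to the other TEs, and 8 of the 14 at 4-fold passed that threshold there. Outside the Piwi-targeted set, 32 of 80 TEs (40.0%) were more than 2-fold higher in siMi-2 and 26 of 79 (32.9%) in the library labelled siRpd3. The median log2 ratio of the Piwi-targeted TEs was 2.24 in siMi-2 and 2.16 in the library labelled siRpd3, against 0.88 and 0.59 for the other TEs. Each median of the Piwi-targeted TEs lay at percentile 100 among 10000 random TE sets matched on mean expression, a description of these libraries. The set was chosen by its ratio to the same siGFP library, so that low siGFP values raise its ratios in the other libraries by construction. In an alternative chosen after seeing the data, ratios were taken relative to the 200 genes nearest in transcript length. The 29 TEs then had a median log2 ratio of 1.83 in siMi-2, with 23 above 2-fold, and of 0.46 in the library labelled siRpd3, with 8 above 2-fold. The same subtraction put the other TEs at medians of 0.60 and -0.86. It can over-correct in the library labelled siRpd3. Other TEs of at least 5000 nt had a median of 0.75 there before it, against 2.02 for genes of that length.

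**Figure D2:**
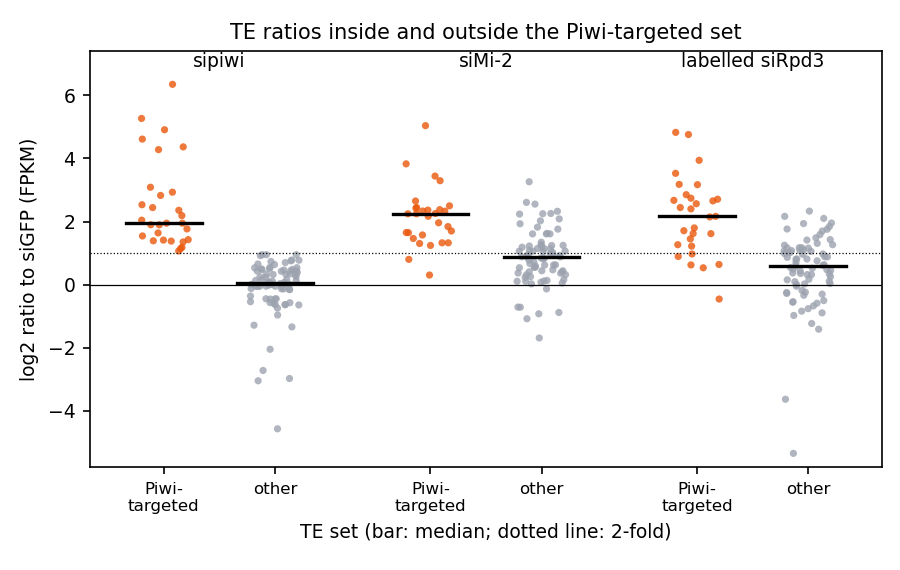
log2 ratio of FPKM to siGFP (vertical axis) of each TE above 0 in all 4 libraries, for the Piwi-targeted and the other TEs in sipiwi, siMi-2 and the library labelled siRpd3. Bars are medians and the dotted line is 2-fold; the other TEs have medians of 0.06, 0.88 and 0.59 in that order.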

Most of the TEs derepressed upon Piwi depletion were also derepressed upon depletion of Mi-2 or Rpd3. For example, *mdg1* and *gypsy* were among the most highly derepressed TEs in Mi-2-, Rpd3-, and Piwi-KD experiments. 

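The TE mdg1, a 7480-nt sequence in the recovered lengths, had 986 reads in siGFP, 83553 in sipiwi, 4604 in siMi-2 and 5727 in the library labelled siRpd3. Its log2 ratio was 6.35 in sipiwi (interval 6.26 to 6.44), the highest of 109 TEs. In siMi-2 it was 2.25 (2.15 to 2.35), rank 20 of 111 TEs, and in the library labelled siRpd3 it was 2.71 (2.61 to 2.81), rank 9 of 108. The 7469-nt gypsy had 2436, 61889, 12463 and 61539 reads in the same order of libraries. Its log2 ratio was 4.61 in sipiwi (rank 4), 2.38 in siMi-2 (rank 12) and 4.83 in the library labelled siRpd3 (rank 1). In siMi-2 the rank moved most with a pseudocount of 1 FPKM, which placed gypsy at rank 2 and mdg1 at rank 6. Among TEs with a mean FPKM of at least 0.1, the highest in siMi-2 were accord, blood, gypsy11, Tom1 and G3. Of these, accord had 7 reads in siGFP and 227 in siMi-2, and gypsy11 had 3 and 29 reads, with an interval of the log2 ratio from 1.61 to 5.65. The corresponding TEs in the library labelled siRpd3 were gypsy, 412, gypsy11, blood and mdg3, from log2 4.83 for gypsy to 3.18 for mdg3. As Rpd3 RNA was not lower in that library, its ranks describe the library and not a measured loss of Rpd3 RNA.

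**Figure D3:**
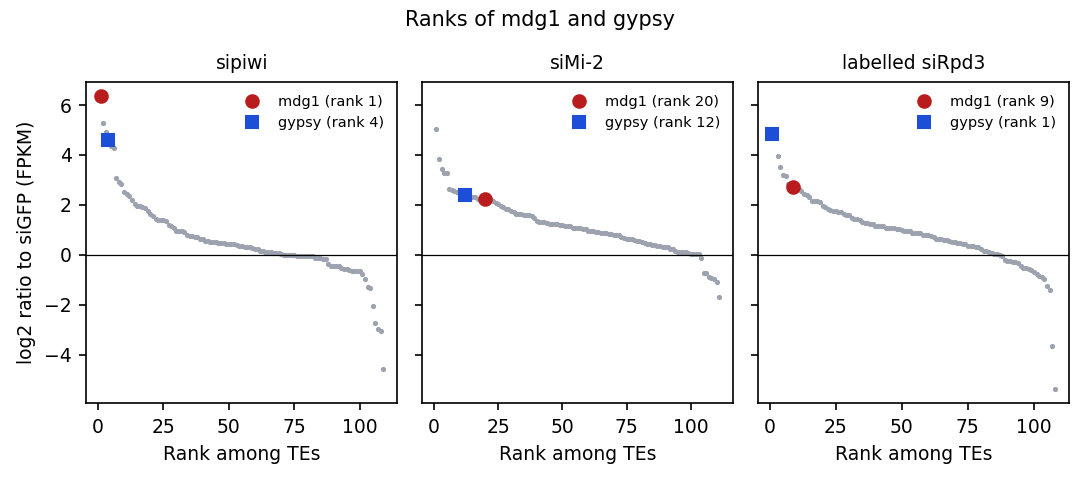
log2 ratio of FPKM to siGFP (vertical axis) of each TE against its rank (horizontal axis) in sipiwi, siMi-2 and the library labelled siRpd3, with mdg1 and gypsy marked. In siMi-2 they stand at ranks 20 and 12.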

Interestingly, similar to *piwi*, the *Mi-2* and *Rpd3* RNAi also affected the expression of the TE-regulated gene *expanded* (*ex*)^20^ (Fig. 3b). 

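The gene ex lies on chromosome 2L of dm6 from 431227 to 448701 on the plus strand, and both annotated transcripts have 6 exons. It had 23 reads in siGFP, 170 in sipiwi, 291 in siMi-2 and 816 in the library labelled siRpd3, or 0.095, 0.679, 1.22 and 3.81 FPKM. On the log2(FPKM + 0.1) scale the ratio to siGFP was 2.00 in sipiwi (interval 1.63 to 2.33), 2.76 in siMi-2 (2.41 to 3.08) and 4.32 in the library labelled siRpd3 (4.00 to 4.62). Among the 400 genes nearest in mean FPKM, ex stood at percentile 96.5 in sipiwi, 89.2 in siMi-2 and 98.0 in the library labelled siRpd3. The ratio moved most with a pseudocount of 1 FPKM, under which it was 0.62, 1.02 and 2.14. Relative to the 200 genes nearest in transcript length, an alternative chosen after seeing the data, it was 1.28, 2.39 and 2.28, and its direction in the library labelled siRpd3 is read beside an Rpd3 RNA that was not lower there.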

The derepression of three TE families (*Tabor*, *gypsy*, and *mdg1*), as well as *ex*, after Mi-2- and Rpd3-KD in OSCs was validated by reverse transcriptase-PCR quantification (RT-qPCR). We also found the same derepression effect of the MEP-1-KD on the tested TEs and on *ex* (Fig. 3c). In contrast, we confirmed genetically, that the dNuRD complex *per se* is not involved in TE repression. After MTA1-like, as well as MBD-like KD in OSC cells the RT-qPCR of steady-state mRNA levels of several piRNA targets did not reveal any mRNA increase for endogenous TEs nor for the *ex* gene (Supplementary Fig. 3d).

**Fig. 3:**
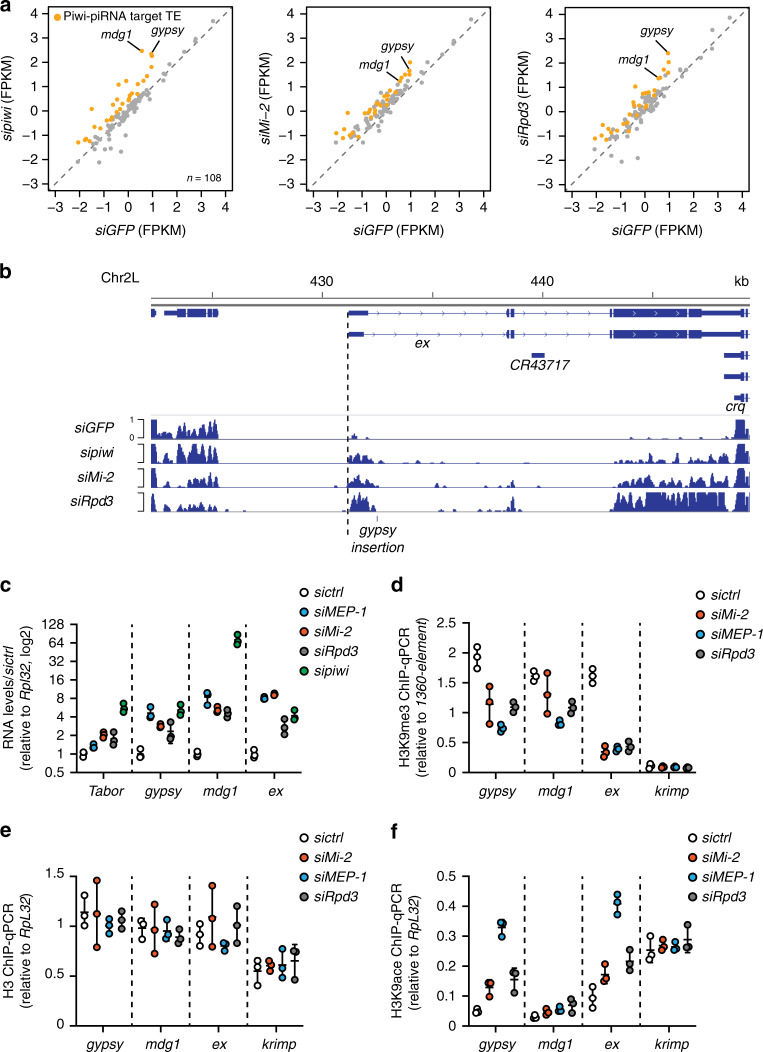
Rpd3, Mi-2, and MEP-1 are implicated in TE epigenetic silencing in OSCs. **a** Scatterplots of RNA-seq reads in FPKM (fragments per kilobase of exon per million reads mapped) for 108 annotated *D. melanogaster* TEs in control knockdown (KD) (*siGFP*) vs. Piwi-KD (*sipiwi*) (left), Mi-2 KD (*siMi-2*) (middle), and Rpd3-KD (*siRpd3*) (right). TEs for which the expression level differed from control by more than two-fold in Piwi-KD (Piwi–piRNA-targeted TEs) are plotted in orange. Both *x*-axis and *y*-axis are a log10 scale. **b** A browser screenshot shows RNA-seq tracks upon GFP (*siGFP*), Piwi (*sipiwi*), Mi-2 (*siMi-2*), and Rpd3 (*siRpd3*) knockdown at the *expanded* (*ex*) locus. OSC-specific Gypsy insertion site is annotated; *ex* TSS is indicated with a dashed line. **c** RT-qPCR fold changes in steady-state RNA levels of three endogenous TEs (*Tabor*, *Gypsy*, and *mdg1*) and of the *expanded* (*ex*) gene upon MEP-1 (*siMEP-1*), Mi-2 (*siMi-2*), Rpd3 (*siRpd3*), or Piwi (*sipiwi*) knockdown using siRNAs. Dots show RNA values quantified relative to *Rpl32* and normalized to control knockdown for *n* = 3 biologically independent samples, lines represent mean values ± SD (log2). **d**–**f** H3K9me3 (**d**), H3 (**e**), or H3K9ace (**f**) quantified by ChIP-qPCR at *mdg1* and *Gypsy* TE genomic loci, as well as on the *expanded* (*ex*) and *krimper* (*krimp*) genes after knockdown using the indicated siRNA. Values relative to a positive control (*1360-element* for H3K9me3 or *RpL32* for H3 and H3K9ace) were normalized to input (mean ± SD from *n* = 3 independent biological replicates). Source data for **c**–**f**: Supplementary Data set 3.

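Of the TEs in the deposited table, 108 had an FPKM above 0 in all 4 libraries and 9 were listed at 0 in siGFP. Reads on TEs made up 2.05% of mapped reads in siGFP, 3.73% in sipiwi, 3.79% in siMi-2 and 4.57% in the library labelled siRpd3. Most of them in each library were reads of copia, outside the Piwi-targeted set, with 573797, 964475, 1107782 and 1225308 in the same order. The share therefore does not describe TEs broadly. It leaves out springer, for which no whole reads could be recovered and which stood at 589, 914, 779 and 2279 FPKM. From the TE values of these libraries, together with its RT-qPCR and ChIP data, the paper states that Mi-2 and Rpd3 take part in the silencing of TEs in OSCs.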

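Besides the TEs above 2-fold, 7 TEs were below 0.5-fold in sipiwi. Among those above 2-fold, G2 had 1 read in siGFP, gypsy8 and gypsy11 had 3 each, NOF had 5 and accord 7. The ratio in sipiwi of accord (16 reads) and of G2 (6 reads) had an interval that reached below 1.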

To analyze the function of MEP-1 and Mi-2 on TE repression in vivo, we depleted them in ovarian somatic tissues by expressing short hairpin RNAs under the control of the soma-specific *traffic-jam GAL4* driver. We used the *gypsy*-*lacZ* reporter to monitor silencing of a soma-specific TE (*gypsy*) in follicle cells^20^. X-Gal staining in MEP-1- and Mi-2-depleted ovaries indicated derepression of the g*ypsy-lacZ* reporter (Fig. 4a, left panel). RT-qPCR confirmed the upregulation of the *gypsy-lacZ* mRNA (>30-fold increase) in these ovaries (Fig. 4b). It also showed an increase of the steady-state mRNA levels of the three tested endogenous TE families (*Tabor, gypsy*, and *mdg1*), which phenocopies the effects of the Piwi depletion on these TEs (Fig. 4b).

**Fig. 4:**
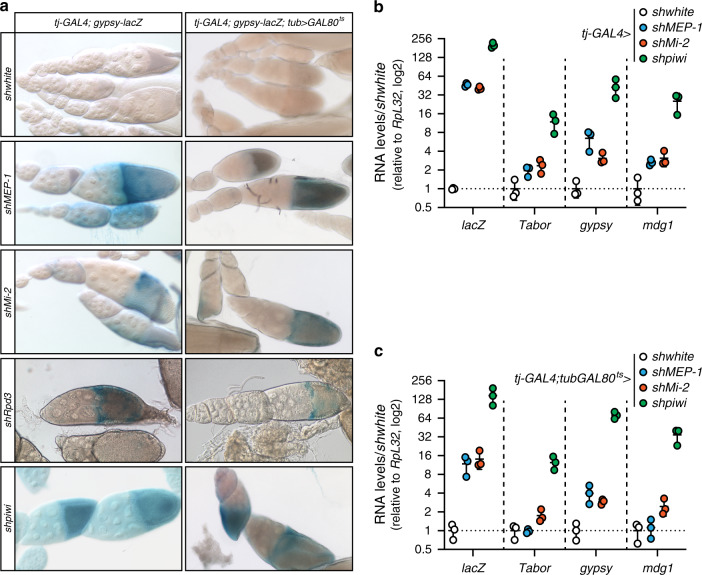
The ovarian somatic depletion of MEP-1 or Mi-2 results in TE and TE reporter derepression in vivo. **a** X-Gal staining of egg chambers that contain the somatic TE reporter (*Gypsy-lacZ*) in which the indicated genes were knocked down by constitutive (left panel) or conditional (right panel) somatic RNAi. Conditional somatic knockdown was restricted to adult flies. The control was a shRNA against the *white* gene (*shwhite*). **b**, **c** Fold change (log2) in the steady-state RNA levels of the *Gypsy-lacZ* reporter (lacZ) and of three endogenous TEs in ovaries after constitutive (*tj-GAL4* > *sh*) (**b**) or conditional (*t-jGAL4*;*tubGAL80*^*ts*^ > *sh*) (**c**) somatic knockdown, using the indicated RNAi. RNA levels were quantified relative to *RpL32* levels and normalized to control knockdown (*shwhite*). Lines represent means ± SD for *n* = 3 biologically independent samples. Source data for **b**, **c**: Supplementary Data set 4.

To prevent possible artefacts due to pleiotropic effects of the somatic KD on ovarian development, we restricted the KD to adult somatic ovarian cells, using the GAL80^ts^ thermo-sensitive GAL4 inhibitor. In Piwi, MEP-1-, and Mi-2-partially depleted ovaries, showing a normal morphology, derepression of the g*ypsy-lacZ* reporter in follicle cells was still observed (Fig. 4a, right panel), consistent with the increased levels of the soma-specific *gypsy* TE (and to a lesser extent of *Tabor* and *mdg1*) observed by RT-qPCR in total ovarian extracts (Fig. 4c). After RNAi against Rpd3, the LacZ expression was irregular from one ovariole to another, from weak to null, preventing us from concluding on the effect of Rpd3 depletion in vivo. The discrepancy between the effects of Rpd3 depletion in vivo and ex vivo could be due to a possible low efficiency of the RNAi in flies. In summary, a functional role in TE repression was demonstrated ex vivo for Rpd3 and both ex vivo and in vivo for Mi-2 and MEP-1.

We then asked whether the derepression in OSCs correlates with a decrease of the H3K9me3 repressive mark on endogenous TEs and on the *ex* gene. Indeed, it was previously reported that Piwi-dependent repression of *ex* (via the targeting of an OSC-specific TE insertion in the first intron of this gene) correlates with H3K9me3 spreading up to the *ex* transcription start site^20^. Each of the MEP-1, Mi-2, and Rpd3-KD correlated with a loss of H3K9me3 on the chromatin of *ex* and to a lesser extent of the two tested TE families (*gypsy* and *mdg1*) (Fig. 3d). This decrease in H3K9me was not due to a loss of nucleosomes, as chromatin IP (ChIP)-qPCR did not show any change in the histone H3 occupancy levels at these loci (Fig. 3e). We also observed an increase of the H3K9ace active mark on *gypsy* and *ex*, which appears very pronounced under MEP-1 KD (Fig. 3f).

As MEP-1, Mi-2, and Rpd3 are involved in chromatin-mediated regulation of gene expression, they could also be required for piRNA biogenesis, instead of participating in the mechanism of TE repression. To choose between these hypotheses, we first performed RT-qPCR of piRNA precursor transcripts and of mature piRNAs in OSCs following silencing of either *MEP-1*, *Mi-2*, or *Rpd3*, as well as *piwi* for a positive control. For none of the three depleted proteins, we have observed any decrease in steady-state piRNA precursors nor mature piRNAs levels (Supplementary Fig. 4a, b). Moreover the piRNA loading-dependent nuclear Piwi immunolocalization^44–46^ was unchanged in MEP-1-depleted OSCs (Supplementary Fig. 4c).

Altogether, these observations suggest that the functions of MEP-1, Mi-2, and Rpd3 in the transcriptional silencing of TEs and of their flanking genes do not involve the piRNA production pathway but rather the repression mechanism itself.

### TE repression by Rdp3, MEP-1, and Mi-2 is piRNA dependent

To determine whether MEP-1, Mi-2, and Rpd3-mediated TE repression is piRNA-dependent, we took advantage of a previously published assay that allows the exclusive analysis of piRNA-mediated repression on an endogenous gene, *krimper* (*krimp*), in OSCs (Fig. 5a). This assay is based on the ability of a transfected plasmid to produce artificial Piwi-associated piRNAs (apiRNAs) against this gene^47^. Production of these apiRNAs in OSCs led to an almost two-fold de novo repression of *krimp* expression (Fig. 5b). This apiRNA-mediated repression of *krimp* was significantly reduced upon MEP-1, Mi-2, or Rdp3 KD (Fig. 5b). These data show that these three proteins are as important as Piwi for an efficient apiRNA-mediated repression in this system. To rule out an apiRNA-independent repression of *krimp* reporter by these proteins, we checked *krimp* mRNA levels after MEP-1, Mi-2 and Rpd3 depletion in the absence of apiRNAs. We observed that the knockdown of these proteins caused a slight decrease of *krimp* mRNA levels in the absence of apiRNAs but not an increase, which would be expected in case of apiRNAs-independent repression (Fig. 5c). Moreover, the impairment of the apiRNA-mediated *krimp* repression by MEP-1 and Piwi-KD, was correlated with a loss of apiRNA-mediated H3K9me3 deposition at this locus (Fig. 5d). Altogether, these data indicate that MEP-1, Mi-2, and Rpd3 may be considered not only as physical but also as functional Piwi partners involved in piRNA-dependent transcriptional repression.

**Fig. 5:**
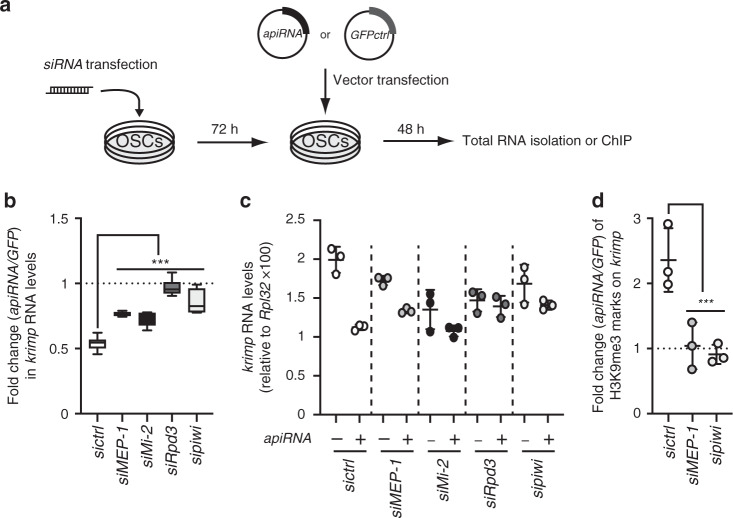
MEP-1, Mi-2, and Rpd3 involvement in piRNA-dependent repression. **a** Schematic representation of the *krimper* (*krimp*) piRNA-mediated repression assay after siRNA-mediated depletion of MEP-1, Mi-2, Rpd3, or Piwi in OSCs. Transfection of the apiRNA vector allows the production of antisense artificial piRNAs against *krimp*. Transfection of the GFPctrl vector is used as a piRNA-less negative control. **b** Fold change (relative to GFPctrl) in *krimp* RNA levels caused by apiRNA in OSCs previously transfected with the indicated siRNAs. RNA levels were quantified relative to *RpL32*. Box plots display median (line), first and third quartiles (box), and highest/lowest value within 1.5× interquartile range (whiskers) for *n* = 6 values calculated over three independent samples. The siRNA effect was tested using the ANOVA test and differences using the pairwise t-test. P-values were calculated using sample data that displayed normal distribution (tested with the Shapiro–Wilkinson test). Variance homogeneity was tested with the Levene’s test and then the two-tailed Student’s *t*-test was used. ***P-value < 0.05 when each siRNA experiment is compared to the *sictrl* experiment. **c** Quantification of *krimp* RNA levels relative to *RpL32* in OSCs transfected by the indicated siRNAs with (+) or without (−) production of apiRNAs against *krimp*. Note that the cells that were not transfected with the apiRNA vector were transfected with GFPctrl vector, instead. Means ± SD from *n* = 3 biologically independent samples are represented. **d** Fold change (relative to GFPctrl) of H3K9me3 marks on *krimp* quantified by ChIP-qPCR. OSCs were transfected with the indicated siRNAs and either the apiRNA or the GFPctrl vector. H3K9me3 quantification was normalized to a positive control (1360-element) and to input. Means ± SD from *n* = 3 biologically independent samples are represented. Statistical test was performed as in **b**. ***P-value < 0.05 compared with *sictrl*. Source data for **b**–**d**: Supplementary Data set 5 and Supplementary Table 2 for **b**, **c**.

### MEP-1, a putative scaffolder of the Piwi silencing machinery

Our data suggest that MEP-1 and Mi-2 form a stable dMec subunit of the Piwi-dependent TE repression machinery. In *Drosophila*, dMec is known as a SUMO-dependent co-repressor complex^17^ that is guided to its DNA target via binding to a SUMOylated transcription factor. The deposition of the repressive chromatin marks via SUMOylation seems to be a general mechanism that contributes to the recruitment of chromatin-associated proteins, thereby promoting target gene silencing^48^. For instance, it has been proposed that the interaction of the piRNA-loaded Piwi protein with the SUMO E3 ligase Su(var)2-10 allows the recruitment of the histone methyltransferase complex, SetDB1-Windei, resulting in TE transcriptional repression^24^. As Su(var)2-10 SUMOylates itself, we aimed to determine if Su(var)2-10 physically interacts with the MEP-1/Mi-2 module. To this end, we overexpressed a FFL Su(var)2-10 protein (FLAG-FFL-Su(var)2-10) in OSC cells and performed IPs using an anti-MEP-1 antibody. We found that MEP-1 interacts with Su(var)2-10 and SetDB1 in OSC cells (Fig. 6a, left panel). For the Su(var)2-10 reciprocal IP, as there is already a FLAG tag in our cells (Gtsf1-FH), we overexpressed a GFP-tagged Su(var)2-10 protein (Su(var)2-10-GFP) to avoid interference. We found that Su(var)2-10 interacts not only with SetDB1 and Piwi in OSC cells, but also with MEP-1 and Mi-2 (Fig. 6a, right panel). Our data are consistent with a model in which dMec is part of previously described SUMO-dependent chromatin-associated transcriptional repression machinery.

**Fig. 6:**
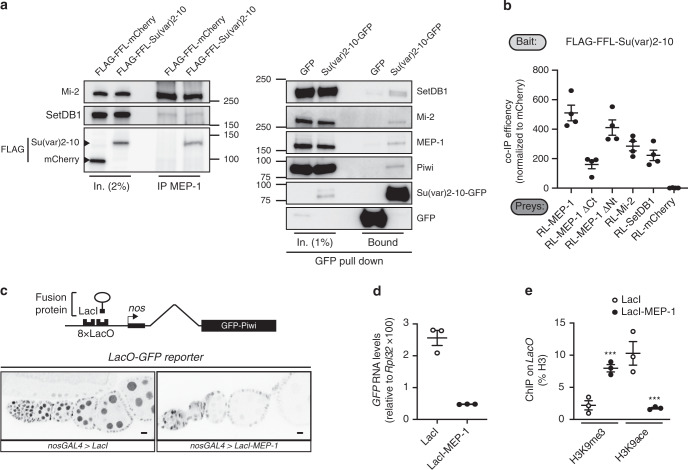
MEP-1 interacts with Su(var)2-10 and induces transcriptional silencing upon recruitment to DNA. **a** Western blot analysis of co-IP of (left panel): MEP-1 in OSC nuclear extract expressing either FLAG-FFL-Su(var)2-10 or FLAG-FFL-mCherry as a negative control or of (right panel): GFP-Trap in OSC nuclear extract expressing either Su(var)2-10-GFP or GFP alone. **b** Graph shows the normalized co-IP efficiency of several preys (MEP-1, MEP-1ΔCt, MEP-1ΔNt, Mi-2, and the negative mCherry control) with the FLAG-FFL-Su(var)2-10 bait. Dots show values of *n* = 4 biologically independent samples, lines represent mean ± SEM. **c** Targeting MEP-1 to reporter DNA induces silencing in vivo. Schematic representation of the *8xlacO-GFP* reporter. The lower panels show the GFP fluorescence signal of *LacO-GFP* reporter in egg chambers that express the LacI (left) or LacI-MEP-1 fusion proteins (right) under the control of the germline-specific *nos-GAL4* driver. Scale bars, 10 μm. **d** Dots showing quantification of *eGFP* RNA levels in ovaries that express LacI or LacI-MEP-1 under the control of the germline-specific *nos-GAL4* driver. RNA levels are relative to *RpL32* level. Mean values ± SEM of *n* = 3 biologically independent samples are represented. **e** Comparison of H3K9me3 and H3K9ace amounts on the *LacO-GFP* reporter, expressed in percentage of immunoprecipitated H3, in ovaries that express LacI or LacI-MEP-1 fusion proteins. *P*-values were calculated using sample data that displayed normal distribution (tested with the Shapiro–Wilkinson test). Variance homogeneity was tested with the Levene’s test and then the two-tailed Student’s *t*-test was used. ***P-value < 0.05. Mean values ± SEM of *n* = 3 biologically independent samples are represented. Source data for **b**, **d**, **e**: Supplementary Data set 6 and Supplementary Table 2 for **e**; uncropped blot images are provided in Supplementary Data set 1.

In *Caenorhabditis elegans*, MEP-1 interacts with the SUMOylated LIN-1 transcription factor to induce the transcriptional repression. To further study how MEP-1 interacts with Su(var)2-10, we performed LUMIER assays in which the FFL Su(var)2-10 protein was used as a bait to quantify its interaction with preys fused to RL in S2 cells. We first confirmed that Su(var)2-10 can directly or indirectly interact with SetDB1 and we revealed also an interaction with MEP-1 and Mi-2 (Fig. 6b). The binding of Su(var)2-10 to MEP-1 is likely mediated by the C terminus of MEP-1, as deletion of the last 345 amino acids in the MEP-1 sequence (MEP-1ΔCt) reduced the interaction (Fig. 6b). By contrast, this interaction was not strongly perturbed after removal of the first 680 MEP-1 amino acids (MEP-1ΔNt) that contain the binding site of Mi-2 (ref. ^32^). Altogether, these data suggest that MEP-1 is not passively guided to the silencing machinery as an obligatory Mi-2 partner but might use its C terminus to interact with other components of the silencing machinery.

To determine whether MEP-1-mediated targeting to DNA would be sufficient to silence the targeted locus, we tethered a LacI-MEP-1 fusion protein to the previously described LacO-GFP transgene^21^ (Fig. 6c). In ovarian germ cells, MEP-1 tethering induced reporter silencing (Fig. 6c–d) that correlated with increased H3K9me3 and decreased H3K9ace levels (Fig. 6e). These effects are consistent with the MEP-1 interactome, including SetDB1 (Fig. 6a) and Rpd3 (Fig. 1c), respectively. Altogether, these data support a model in which MEP-1 is part of a transcriptional repression machinery involving both chromatin modifier and remodeler enzymes essential for the piRNA-dependent heterochromatin formation that enforce TE repression.

## Discussion

In most eukaryotes, the transcriptional silencing of TEs is associated with H3K9me3. In *Drosophila* ovaries, the piRNAs loaded on the Piwi protein are involved in the targeting of TE nascent transcripts, by sequence complementarity, for the deposition of this heterochromatic repressive mark^19,20,49^ by the SetDB1 methyltransferase^21–23^. The molecular mechanism of this heterochromatin formation is still not fully understood.

Here we report that a chromatin eraser, Rpd3, and a nucleosome remodeler, Mi-2, in complex with its partner MEP-1, are required for the Piwi-piRNA-dependent TE silencing in OSC cells. The depletion of Mi-2 and MEP-1 also results in TE transcriptional derepression in fly ovaries (Figs. 3, 4). Moreover, they physically interact together and with Piwi in OSC cells (Fig. 1). Even though Rpd3, MEP-1, and Mi-2 do not seem to form a stable multiprotein complex associated with Piwi, we propose that at least three preformed subunits Piwi/Gtsf1, Mi-2/MEP-1, and Rpd3/p55 transiently interact to build up the Piwi-dependent TE silencing machinery. We reveal that this TE transcriptional repression correlates with an increased H3K9 trimethylation and also with a decrease in H3K9 acetylation (Fig. 3d, f) that is consistent with the Rpd3 histone deacetylase being a Piwi interactor (Fig. 1). Our data suggest also that, in S2 and OSC cells, MEP-1 interacts with both SetDB1 and the SUMO ligase Su(var)2-10, another Piwi interactor (Fig. 6a). This interaction is not simply mediated by its Mi-2 partner, since it is reduced when using a MEP-1ΔCt mutant, which is still able to bind Mi-2.

To our knowledge, dNuRD is the only complex that can combine chromatin remodeling with histone deacetylase activities in *Drosophila*. This multiprotein complex is composed of a core complex containing Rpd3, p55, MTA1-like and MBD-like to which Mi-2, and also MEP-1, may be less stably associated^40^. However, we found that neither Piwi nor MEP-1 physically interact with MTA1-like (Fig. 2b), and that neither MTA1-like nor MBD-like are genetically involved in TE silencing (Supplementary Fig. 3d). Therefore, we conclude that, instead of the classical dNuRD complex, Mi-2 likely exerts its TE silencing function in OSC cells as part of a smaller Mi-2/MEP-1 module which, in size-exclusion chromatography, behaved very much like the dMec complex already described in *Drosophila* Kc167 cells^32^ (Fig. 2a).

Indeed, in Kc167 cells, both Mi-2 and MEP-1 are known to strongly interact together, to bind to SUMO and to be recruited to some promoters by SUMOylated transcription factors, thereby inducing the transcriptional gene silencing in a HDAC-independent manner^17,48^. Of note, a SUMOylated Piwi interactor, Su(var)2-10, has recently been proposed to link piRNA-guided target recognition to chromatin silencing^24^. Interestingly, MEP-1 and Mi-2 interact with Su(var)2-10, the interaction of Su(var)2-10 with MEP-1 seems to be dependent of the C terminus of MEP-1 (Fig. 6a, b). However, unlike dMec-dependent gene repression in Kc167 cells, which does not recruit any HDAC to the repressed genes, in OSC cells, the transcriptional TE silencing involves the histone deacetylase Rpd3. This observation suggests that a more sophisticated silencing mechanism is involved in TE than in gene repression. A thorough characterization of the Rpd3-containing module of the TE silencing machinery is still needed.

A tentative model of the assembly of the Piwi-dependent silencing machinery will also have to explain why we could only visualize sub-stoichiometric interactions between all three subunits of this putative repressing complex (Fig. 1d). A first trivial possibility is that such interactions were destabilized by our extraction procedure. A second explanation is that only a small fraction of each protein pool is involved in the silencing machinery. For example, most Piwi proteins are likely busy with scanning the transcriptome, guided by their associated piRNAs, in search of a cognate target. Recruitment of Piwi partners to mediate transcriptional repression seems to only occur when Piwi has found the nascent RNA that is able to hybridize with its bound piRNA^21^. A third hypothesis is that the interactions between the different partners occur only transiently in the silencing machinery. Indeed, the targeted locus, in the Piwi-dependent transcriptional repression, is chosen via a transient nascent RNA that may not stay long in close proximity to the DNA. This transcription-dependent repression is different from the recruitment to chromatin of co-repressor complexes by their stable association with DNA-bound transcription factors.

In *S. pombe* too, heterochromatin formation may rely on the cooperation between a RNAi-mediated targeting system and a chromatin silencing machinery. Two of the chromatin factors, a histone deacetylase (Clr3) and a nucleosome remodeling ATPase (Mit1) are integral components of the SHREC complex^15,50^. SHREC is not a preformed complex, but it seems to result from the scaffolding of both these autonomous sub-entities after their independent recruitment at the target. Similarly, our data suggest that, in *Drosophila*, (1) two functional homologs of these chromatin effectors, respectively Rpd3 and Mi-2, are also required for piRNA-mediated transcriptional silencing; (2) these proteins are not associated in a preformed complex either. These similarities provide further evidence for the conservation of general mechanisms of small RNA-mediated heterochromatin formation, whatever the small RNA involved (siRNAs in yeast or piRNAs in *Drosophila*).

## Methods

### OSC cell culture and transfection

Wild-type OSCs obtained from fGS/OSS^44^ and genome-edited OSCs expressing tagged Gtsf1 were cultured in Shields and Sang M3 Insect medium (USBiological) supplemented with 10% fetal bovine serum, 10% fly extract, 0.6 mg/ml l-glutathione reduced, and 0.01 mg/ml insulin (i.e., complete medium) at 24 °C (refs.^31,44^). For OSCs expressing tagged Gtsf1, the medium was supplemented with 25 µg/ml blasticidin (InvivoGen). Cells (3–5 × 10^6^) were transfected with 200 pmol siRNA duplex in 100 µl Mirus Ingenio® solution using the Amaxa Nucleofector II (program setting T-029). Transfected cells were plated in 6-well culture dishes with 1.4 ml complete medium and incubated for 24–96 h (depending on siRNA) at 24 °C, collected, and used for immunoprecipitation, ChIP, or RNA quantification.

For the *krimper* experiments, siRNA-transfected OSC cells were grown in complete medium for 72 h and then transfected with 4 µg *krimp*-targeting artificial piRNA expression vector or GFP control using the Xfect transfection reagent (TaKaRa)^47^. Cells were incubated at 24 °C for 48 h and then collected.

For the transient overexpression of C-terminally GFP-tagged Gtsf1 and Su(var)2-10, cDNAs were cloned in the pUWG (DGRC:1284) vector and transfection was performed using Xfect Transfection Reagent. Empty vector was used as control.

For CRISPR/Cas9 DmGtsf1 genome editing: see Supplementary Information.

GST-pull down assays and methods for Protein Sequence Analysis by liquid chromatography–tandem mass spectrometry are described in Supplementary Information.

### Immunoprecipitation and western blotting of OSC nuclear extracts

IPs were performed using the Nuclear Complex Co-IP Kit (Active Motif) under “stringent” conditions following the manufacturer’s instructions. For each IP, 10 µl of anti-Piwi mouse monoclonal antibody (Santa Cruz), 2.5 µl of anti-MEP-1 rabbit polyclonal antibody, or 2.5 µg equivalent of control IgG were added to 500 µg proteins (adjusted to 500 µl in IP buffer) and incubated overnight at 4 °C with rotation. Fifty microliters of Dynabeads protein G (Invitrogen) were then added and incubated at 4 °C for 2 h with rotation. The beads were then washed 6 times 5 min with 500 µl IP buffer and bound proteins were eluted in 30 µl of 2× Laemmli buffer (BioRad) at 95 °C. Western blotting was done following standard protocols. Proteins were separated using 4–15% TGX stain free polyacrylamide gels (BioRad) and transferred to 0.45 µm polyvinylidene difluoride membranes (Millipore). The membranes were blocked in 5% skimmed milk in TBS supplemented with 0.1% Tween 20 (TBST) for 1 h and incubated with primary antibodies overnight at 4 °C. After 3 washes in TBST, membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 1 h at room temperature (RT), followed by three washes in TBST.

### Gel filtration

For the fractionation of nuclear OSC extracts, cells were collected, washed in ice-cold phosphate-buffered saline (PBS), and resuspended in five volumes of hypotonic buffer (10 mM Hepes pH 7.8, 1.5 mM MgCl_2_, 10 mM KCl, 1 mM dithiothreitol (DTT), 0.2 mM phenylmethylsulfonyl fluoride (PMSF) and protease inhibitor cocktail (Roche)). After incubation on ice for 15 min, cells were centrifuged at 16,000 × *g* at 4 °C for 10 min, and the pellet was resuspended in two volumes of salt buffer (20 mM Hepes pH 7.8, 1.5 mM MgCl_2,_ 300 mM NaCl, 1 mM DTT, 0.2 mM PMSF and protease inhibitor cocktail). The suspension was rotated for 30 min at 4 °C and then centrifuged at 100,000 × *g* for 30 min at 4 °C on a Beckman Optima TLX-120 Ultracentrifuge. The supernatant (nuclear extract) was collected and the protein concentration was determined using the Bradford assay (BioRad). The nuclear extract was applied to a Superose 6 gel filtration column (HR 10/30 GE Healthcare) using a 500 µl sample loading loop on an Äkta purifier system (GE Healthcare) and resolved in 10 mM Hepes pH 7.8, 1.5 mM MgCl_2_, 200 mM NaCl, and 0.2 mM DTT. Fractions (0.5 ml) were collected and precipitated with 20% (final concentration) trichloroacetic acid (Sigma) before western blot analysis. Calibration of the Superose 6 column was performed with protein standards of known molecular weights using the Gel Filtration Calibration Kit (GE Healthcare).

### Immunocytochemistry

OSCs were plated on concanavalin A-coated coverslips, fixed with 4% paraformaldehyde in PBS (RT, 10 min), washed three times with PBS, permeabilized with 0.1% Triton X-100 in PBS (15 min), and blocked with 2% bovine serum albumin, 0.02% Tween 20 in PBS. Primary antibodies were against Piwi G-1 (1:500, mouse, Santa Cruz sc-390946) and MEP-1 (1:500, Rabbit, A. Brehm). Nuclei were stained with DAPI (Sigma). Images were captured with a Zeiss Axioimager Apotome microscope.

### Quantitative ChIP

ChIP of ovaries and of OSCs, see Supplementary Information.

### X-Gal staining

Ovaries from 5-day-old flies were dissected in PBS, kept on ice, fixed in 0.2% glutaraldehyde/2% formaldehyde/PBS at RT for 5 min, washed 3 times with PBS and incubated in staining solution (1× PBS pH 7.5, 1 mM MgCl_2_, 4 mM potassium ferricyanide, 4 mM potassium ferrocyanide, 1% Triton, 2.7 mg/ml X-Gal) at 37 °C.

### RNA extraction and quantitative RT-PCR

Total RNAs were isolated from ovaries or OSCs with Trizol, combined with Direct-zol™ RNA Miniprep Plus (Zymo research). Five hundred nanograms of total RNA was reverse transcribed using random primers and SuperScript III reverse transcriptase (Invitrogen). Quantitative PCR was performed using the LightCycler 480 SYBR Green I Master system (Roche). Each experiment was performed in biological triplicates and technical duplicates. Primer sequences used for RT-qPCR are listed in Supplementary Table 1.

### miRNA and piRNA quantification

Total RNA was extracted with TRI Reagent® (Molecular Research Centre, Inc.) following the manufacturer’s recommendations. Total RNA was used for cDNA synthesis and polyadenylation^51,52^: 100 ng of RNA in a final volume of 10 µl including 1 µl of 10× poly(A) polymerase buffer, 0.1 mM of ATP, 1 µM of RT-primer, 0.1 mM of each dNTPs, 100 units of Superscript II (Invitrogen) reverse transcriptase, and 1 unit of *E. coli* Poly(A) polymerase (M0276S, NEB) was incubated at 37 °C for 10 min, transferred at 42 °C for 50 min, and then at 70 °C for 10 min for enzyme inactivation. The sequence of the RT-primer was 5′-CAGGTCCAGT15VN-3′.

### mRNA-seq

For the RNAi, trypsinized OSCs (3 × 10^6^ cells) were suspended in 20 μl of Solution SF of the Cell Line Nucleofector Kit SF (Amaxa Biosystems) together with 200 pmol of siRNA duplex. Transfection was conducted in a 96-well electroporation plate using a Nucleofector device 96-well Shuttle (Amaxa Biosystems). The transfected cells were transferred to fresh OSC medium and incubated at 26 °C for 4 days. Total RNAs were isolated using ISOGENII (Nippon Gene) according to the manufacturer’s instructions. Purification of poly-A RNAs, preparation of libraries, sequencing by HiSeq2500 (Illumina), and adapter-trimming were done by BGI. The reads were mapped to *D. melanogaster* Release 6 (dm6) genome assembly and transcriptome (gene and transposon) by bowtie2 (ver. 2.2.4) using default parameters. The datasets were downloaded through piPipes^53^. Read counts corresponding to each genomic and genic position were obtained by generating bedgraph files from BAM files (binary version of SAM files) using the BEDTools genomecov. All samples were normalized to have the equivalent of reads per million using the “-scale” option. 

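For a transcript of known length, an FPKM value is a whole number of reads times a step set by the length and the library's mapped reads. Over 3312 intronless genes, the mapped reads that make the values whole were sought in each library. Between 98.2% and 98.5% of their values above 0 then came out as whole reads. All 28510 transcript rows above 0 in any library, and all such TE rows but 1, had a length that gave whole reads in each library. In simulated tables, 96.6% of the lengths of 1479 transcripts and 96.9% of 5916 read numbers were recovered. Reads on transcripts summed to 95.6% of the mapped reads in siGFP, 93.7% in sipiwi and in siMi-2, and 91.7% in the library labelled siRpd3.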

Fragments per kilobase of exon per million mapped fragments of each gene and transposon were manually calculated. For data visualization, R-packages implemented in R 3.2.1 was used.

### Dual-luciferase co-immunoprecipitation in S2R+cells

cDNAs encoding Su(var)2-10, Gtsf1, and SetDB1 were obtained by RT-PCR from total RNA extract from OSC cells (see primers in Supplementary Table 1) and were cloned in vector pENTR/D-Topo, using NEBuilder HiFi DNA Assembly Cloning Kit (E5520S, NEB). The pDON223-Rpd3 was obtained from (DNASU Plasmid Repository: DmCD00768356), pENTR-TOPO-Mi-2 was a gift from A. Brehm, MEP-1 cDNA from (BDGP_cDNA: RE60032), and Piwi cDNA was a gift from M.C. Siomi. The mCherry cDNA used as a negative control in IP experiments was from Addgene plasmid #128744. To obtain luciferase-tagged proteins, these cDNAs were recombined using the gateway system into destination vectors pAct-Flag-Firefly-RfA, pAct-HA-Renilla-RfA^39^ with LR clonase II (11791020, Invitrogen). The details protocol is presented in Supplementary information.

### Drosophila husbandry, strains and LacI-MEP-1 transgenic flies

See Supplementary Information and Supplementary Table 3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

Data are accessible in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE141237. The mass spectrometry data have been deposited to the ProteomeXchange Consortium via PRIDE^54^ partner repository with the data set identifier PXD018749 and 10.6019/PXD018749. Source data for Fig. 1a, d,  2, and 6a, and Supplementary Fig. 2b, c and 3a are available in Supplementary Data set 1, for Fig. 1c in Supplementary Data set 2, for Fig. 2c–f in Supplementary Data set 3, for Fig. 4b, c in Supplementary Data set 4, for Fig. 5b–d in Supplementary Data set 5, for Fig. 6b, d, e in Supplementary Data set 6, for Supplementary Fig. 3b, d in Supplementary Data set 7 and for Supplementary Fig. 4a, b in Supplementary Data set 8. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The Mi-2 nucleosome remodeler and the Rpd3 histone deacetylase are involved in piRNA-guided heterochromatin formation
**Source:** Nat Commun. 2020 Jun 4;11:2818. doi: 10.1038/s41467-020-16635-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **The Mi-2 nucleosome remodeler and the Rpd3 histone deacetylase are involved in piRNA-guided heterochromatin formation**

Mugat et al.

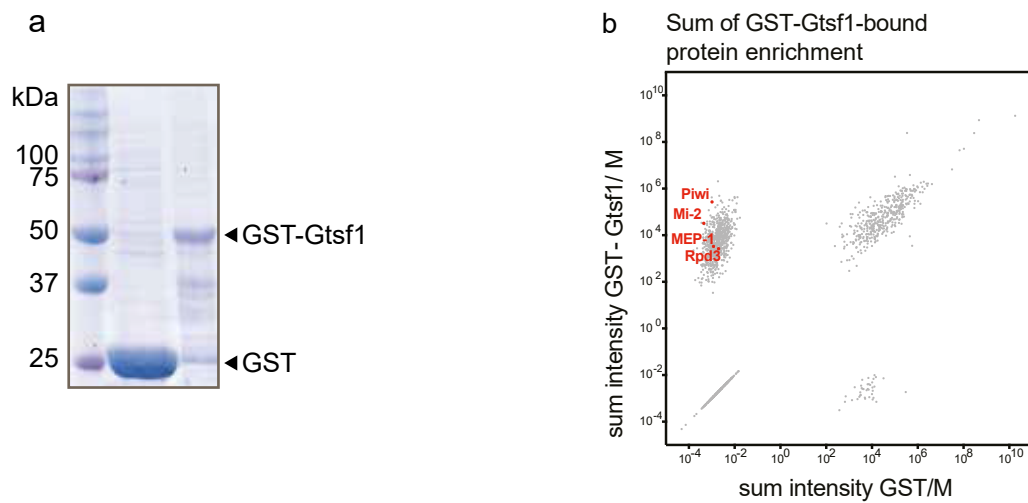

**Supplementary Figure 1: GST pull-down of OSC nuclear extracts with recombinant GST-Gtsf1 fusion protein.**

a) Coomassie blue staining of the gel with purified GST and GST-Gtsf1 proteins. b) Scatter plot showing fold enrichment of proteins determined by mass spectrometry in GST-Gtsf1 pull-down versus GST control. Proteins of interest are indicated in red. (Biological replicate: n=1).

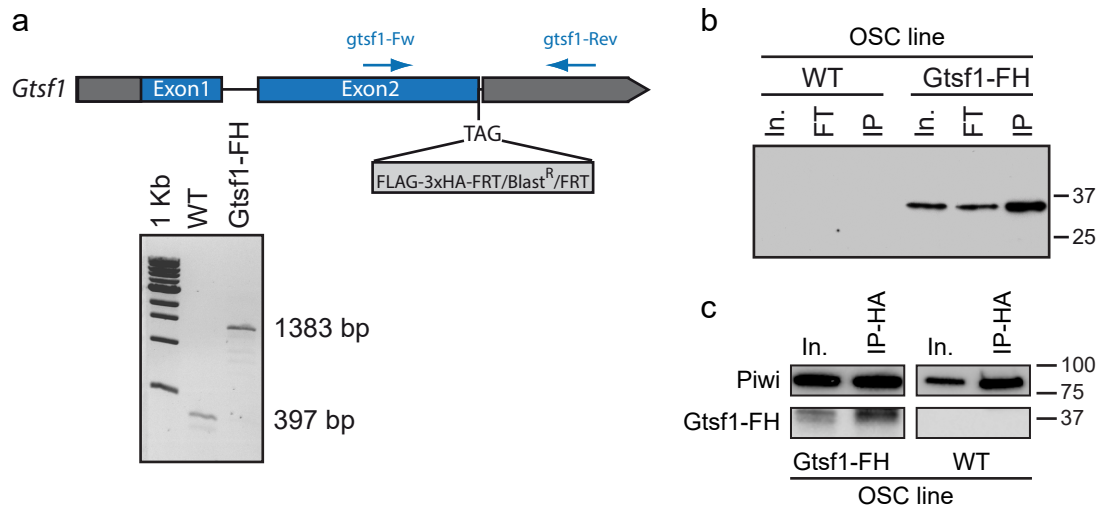

**Supplementary Figure 2: CRISPR-Cas9 generation of endogenous FLAG-3xHA-tagged *Gtsf1* in OSCs.**

a) Schematic representation of the insertion of the FLAG-3xHA tag at the C-terminus of the *Gtsf1* gene and of the position of the primers used to amplify genomic DNA (top). Validation of genome editing is shown by ethidium bromide staining of the fragments obtained by PCR amplification of genomic DNA from wild type (WT) or genome-edited (*Gtsf1*-FH) OSCs (bottom). b) Immunoprecipitation (IP) with anti-HA antibody of nuclear extracts from wild type (WT) or genome-edited (*Gtsf1*-FH) OSCs and western blotting of input and output after IP. FT, flow through after IP. Western blotting was performed with anti-HA antibody. Molecular masses are indicated on the right. c) Non-specific binding of Piwi to anti-HA-conjugated agarose beads in wild-type OSCs. IP with anti-HA antibody of nuclear extracts from *Gtsf1*-FH or WT and western blotting of input and IP using anti-HA or Piwi antibody.

Source data: uncropped blot images are provided in Supplementary Data set 1.

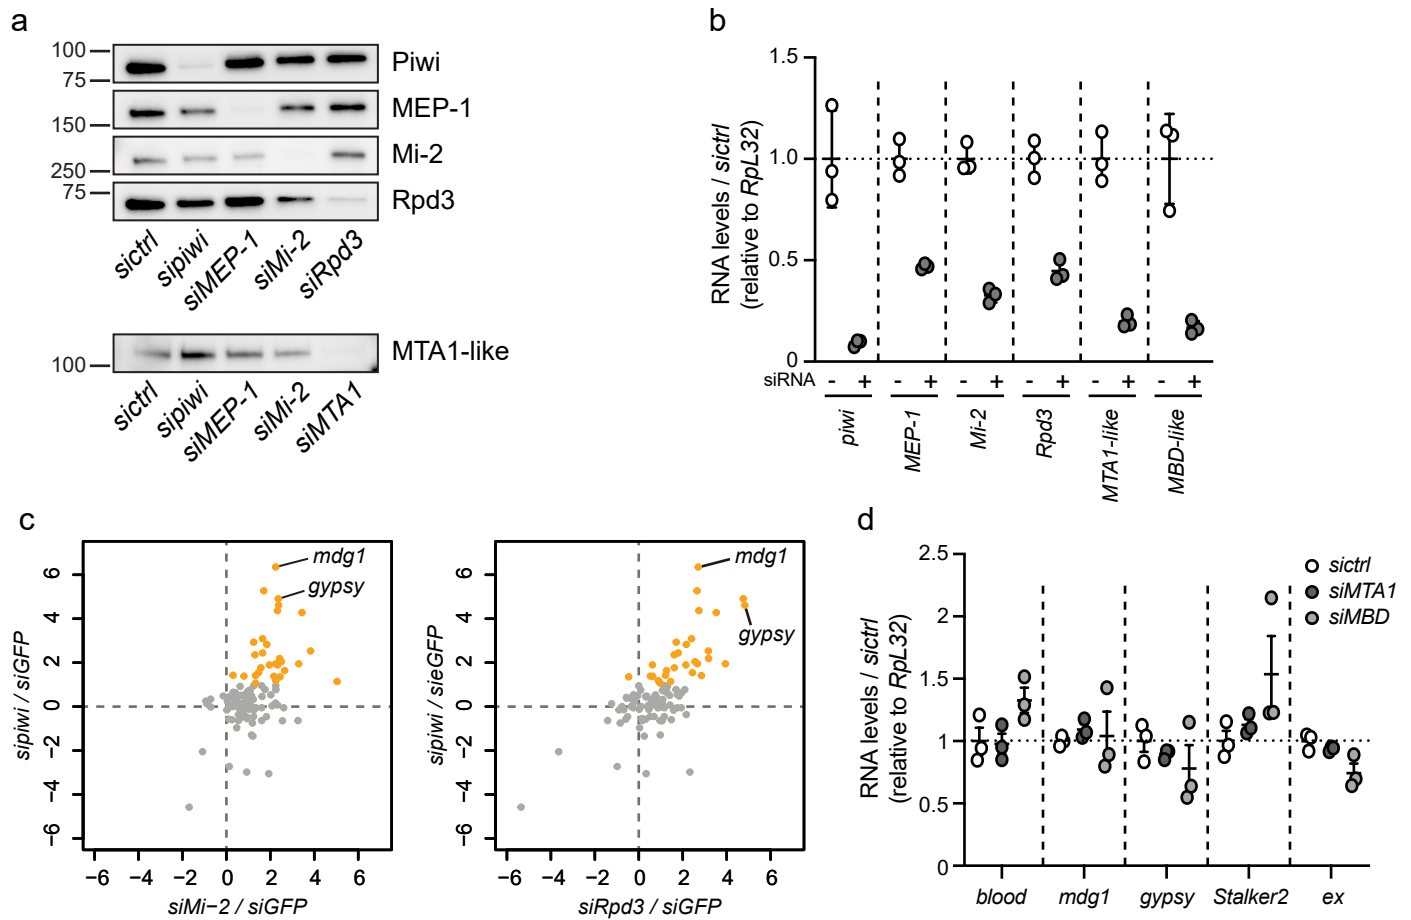

**Supplementary Figure 3: The somatic depletion of Mi-2 and Rpd3 results in TE derepression *ex vivo* independently of the core NuRD subunits MTA1-like and MBD-like.**

a-b) Validation of the RNAi efficiencies in OSCs. The western blots (a) show the protein levels of Piwi, MEP-1, Mi-2, Rpd3 and MTA1-like upon siRNA-mediated knockdown. b) Dots show RT-qPCR fold changes (relative to *sictrl*) in genes activity upon presence (+) or absence (-) of the corresponding siRNA for indicated genes. RNA levels were quantified relative to *RpL32*. Data are presented as mean values  $\pm$  sd from  $n=3$  biologically independent samples. c) Scatter plots comparing the fold changes (log2) in TE expression (mRNA-seq) caused by the indicated KDs. TEs for which the expression level differed from control (*siGFP*) by more than two fold in Piwi-KD (Piwi-piRNA-targeted TEs) were plotted in orange. d) RT-qPCR fold changes in steady-state RNA levels of four endogenous TEs and of the *expanded* (*ex*) gene upon MTA1-like (*siMTA1*) and MBD-like (*siMBD*) knockdowns using siRNAs. 

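Across TEs, which are not independent replicates and share the siGFP value, the log2 ratios of sipiwi and siMi-2 had a Spearman correlation of 0.456 and a Pearson correlation of 0.487. For sipiwi and the library labelled siRpd3, in which Rpd3 RNA was not lower, they were 0.593 and 0.697, and for siMi-2 and that library 0.516 and 0.584. Within the Piwi-targeted TEs the Spearman correlations were 0.134, 0.692 and 0.389 in the same order, and within the other TEs 0.0403, 0.290 and 0.301. Across genes they were 0.259, 0.548 and 0.448. Over all TEs, 3 of these values moved by more than 0.1 under an alternative. For sipiwi and siMi-2 the Spearman correlation was 0.346 over TEs with a mean FPKM of at least 1, and the Pearson correlation was 0.619 with a pseudocount of 1 FPKM. For sipiwi and the library labelled siRpd3 the Spearman correlation was 0.485 with that pseudocount. Across all TEs the ratios had Spearman correlations with length of 0.17 in sipiwi, 0.07 in siMi-2 and 0.28 in the library labelled siRpd3. Within the other TEs these were -0.12, -0.16 and 0.04. No correlation between knockdowns was computed relative to genes of similar transcript length, so a part due to length cannot be told.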

RNA levels (mean  $\pm$  s.d. from  $n=3$  biologically independent samples) were quantified relative to *RpL32* and normalized to control knockdown.

Source data for panel b, d: Supplementary Data set 7 and uncropped blot images are provided in Supplementary Data set 1.

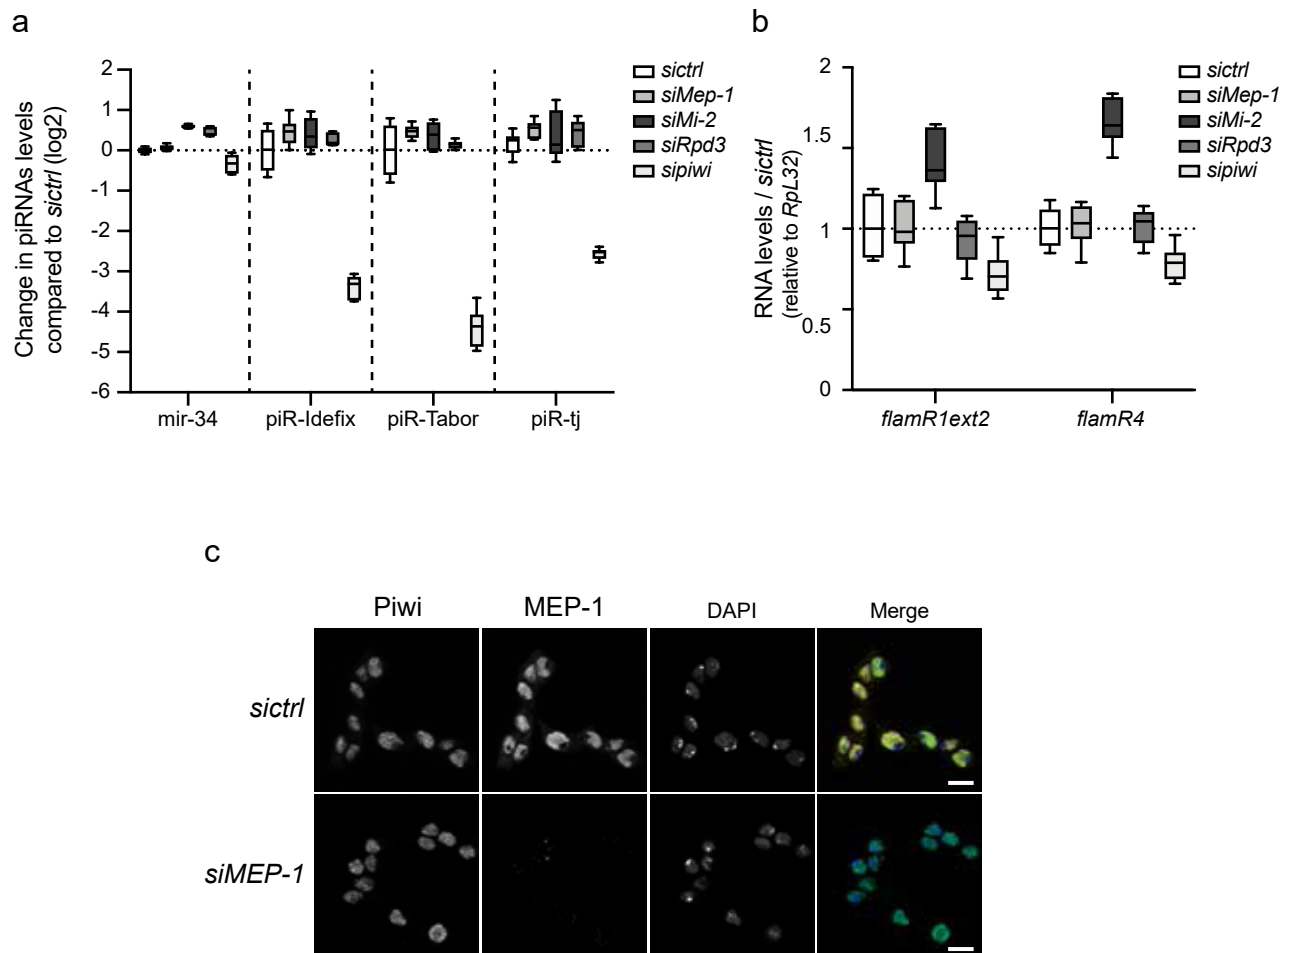

#### Supplementary Figure 4: The knockdown of MEP-1, Mi-2 and Rpd3 does not affect piRNA biogenesis in OSCs.

a) Box plots showing fold changes (relative to *sictrl*) in the levels of three major piRNAs (targeting *Idefix*, *Tabor* and *traffic jam* (*tj*)) in OSCs, upon transfection of indicated siRNAs. Box plots display median (line), first and third quartiles (box) and highest / lowest value within 1.5x interquartile range (whiskers) for n=6 values calculated over three biologically independent samples. b) Box plots showing RT-qPCR fold changes (relative to *sictrl*) in the level of transcripts produced by the *flamenco* piRNA cluster in OSCs upon silencing with the indicated siRNAs. Two different primer sets, *flamR1ext2* and *flamR4* were used. Box plots are defined as in a) c) Immunolabelling with anti-Piwi and anti-MEP-1 antibodies of OSCs transfected with the indicated siRNAs shows that efficient MEP-1 silencing does not affect the nuclear localization of Piwi. DAPI staining shows the nuclei. Scale bars, 10µm.

Source data for panel a, b: Supplementary data set 8.

## Supplementary Methods

### CRISPR/Cas9 DmGtsf1 genome editing

CRISPR/Cas9 genome editing of DmGtsf1 in OSC was adapted from<sup>1</sup>. The template plasmid pMH3 (#52528 Addgene) for HR-mediated protein tagging was kindly provided by K. Förstemann. The eGFP sequence from pMH3 was replaced by a FLAG-HA(x3) tag sequence using the *XhoI/SpeI* restriction sites. The FLAG-HA(x3) tag was amplified from the pAFHW-Piwi vector (kindly provided by J. Brennecke) using the following primers:

5'-tactcgagGATTACAAGGATGACGATGACA and

5'-taactagttcaAGCGTAATCTGGAACGTCA. The resulting plasmid was used as a template to generate a PCR product that contains *Gtsf1* homology arms (capital letters in the primer sequence) using the following primers:

5'-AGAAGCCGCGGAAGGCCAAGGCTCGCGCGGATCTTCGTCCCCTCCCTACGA  
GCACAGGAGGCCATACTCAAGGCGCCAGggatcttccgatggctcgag and 5'-  
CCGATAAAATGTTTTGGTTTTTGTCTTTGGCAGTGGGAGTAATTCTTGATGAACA  
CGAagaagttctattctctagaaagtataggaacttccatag.

To obtain the *Gtsf1* small RNA guide-expressing pU6-BbsI-Gtsf1-sgRNA plasmid, two oligonucleotides (5'-CTTCGAACTACTGGCGCCTTGAGTA and 5'-AACTACTCAAGGCGCCAGTAGTTC) that contain the *Gtsf1* sequence were phosphorylated, annealed and cloned in the pU6-BbsI-chiRNA vector (#45946 Addgene) using the *BbsI* restriction site.

3x10<sup>6</sup> OSCs were electroporated with a mixture containing 1 µg of the Cas9-encoding pRB14 vector (kindly provided by K. Förstemann, #52522 Addgene), 1 µg of pU6-BbsI-Gtsf1-sgRNA, 1 µg of the PCR product described above in 100 µl of Mirus Ingenio® solution, using Amaxa Nucleofector II (program setting T-029). After transfection, OSCs were cultured in a medium supplemented with 50 µM SCR7 for 4 days, followed by selection with 25 µg/ml blasticidin for 1 month before testing the homologous recombination by PCR.

### GST-pull down assays

pGEX5X-1-DmGtsf1 (kindly provided by M. Siomi's laboratory) and pGEX4T were transfected in the E. coli strain BL21 (DE3). Protein expression was induced by addition of 1 mM IPTG at 18°C overnight. Purified GST-DmGtsf1 and GST were immobilized on glutathione Sepharose 4 fast flow (GE Healthcare) and incubated with OSC nuclear extracts at

room temperature (RT) for 90min. To prepare nuclear extracts, OSCs were washed with 1X PBS and lysed in 10mM Tris-HCL pH 7.3, 1.5mM MgCl<sub>2</sub>, 10mM KCL, 1mM DTT, 0.2mM PMSF by 15 strokes with a Dounce homogenizer (pestle A). Lysates were centrifuged at 1,500xg at 4 °C for 15min. Nuclear pellets were washed with 1X PBS and resuspended in 20mM Tris-HCl (pH 8.0), 100mM KCl, 5mM MgCl<sub>2</sub>, 2mM DTT, 0.1% Triton X-100 and EDTA-free protease inhibitor cocktail (Thermo scientific) at 4 °C for 30min, followed by 13 strokes with a Dounce homogenizer (pestle B).

Bound proteins were eluted in a cold buffer containing 20 mM Tris-HCl (pH 8.0), 100 mM KCl, 5 mM MgCl<sub>2</sub>, 2 mM DTT, 0.1% Triton X-100, and EDTA-free protease inhibitor cocktail, resolved on NuPAGE Novex 4%–12% Bis-Tris gels, and stained with Coomassie blue. Bands were cut from the gel and proteins were identified by mass spectrometry (Taplin Biological Mass Spectrometry Facility, Harvard Medical School)

#### **Methods for Protein Sequence Analysis by LC-MS/MS.** (Taplin Biological Mass Spectrometry Facility)

Excised gel bands were cut into approximately 1 mm<sup>3</sup> pieces. Gel pieces were then subjected to a modified in-gel trypsin digestion procedure<sup>2</sup>. Gel pieces were washed and dehydrated with acetonitrile for 10 min. followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng/μl modified sequencing-grade trypsin (Promega, Madison, WI) at 4°C. After 45 min., the excess trypsin solution was removed and replaced with 50 mM ammonium bicarbonate solution to just cover the gel pieces. Samples were then placed in a 37°C room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were then dried in a speed-vac (~1 hr). The samples were then stored at 4°C until analysis. On the day of analysis, the samples were reconstituted in 5 - 10 μl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 μm C18 spherical silica beads into a fused silica capillary (100 μm inner diameter x ~30 cm length) with a flame-drawn tip<sup>3</sup>. After equilibrating the column, each sample was loaded via a Famos auto sampler (LC Packings, San Francisco CA) onto the column. A gradient was formed and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 0.1% formic acid). As peptides eluted they were subjected to electrospray ionization and then entered into an LTQ Orbitrap Velos Pro ion-trap mass

spectrometer (Thermo Fisher Scientific, Waltham, MA). Peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide. Peptide sequences (and hence protein identity) were determined by matching protein databases with the acquired fragmentation pattern by the software program Sequest (Thermo Fisher Scientific, Waltham, MA)<sup>4</sup>. All databases include a reversed version of all the sequences and the data were filtered to between a one and two percent peptide false discovery rate.

The values presented in the Supplementary Data1 and the Supplementary Fig.1b are the sum raw intensity values to which a pseudo-count of 0.1 has been added. This allows to calculate a ratio  $[\text{intensity}_{\text{GST-gtsf1}}/\text{Mass}] / [\text{intensity}_{\text{GST}}/\text{Mass}]$  even for the proteins not detected in the GST control experiment.

### **Dual-luciferase co-immunoprecipitation in S2R+ cells**

We adapted the protocol described in <sup>39</sup>, with minor modifications. S2R+ cells from DGRC were cultivated at 25°C in Schneider medium complemented with 10% Foetal Bovine Serum (Eurobio) and 1% penicillin-streptomycin (Gibco). The cells were seeded at 4x10<sup>5</sup> cells/well in 24-well plates and transfected 24h after with two plasmids (0.15µg each), in quadruplicates using Effectene (301425, Qiagen). After 48h, cells were washed with PBS and lysed with 250 µl HNTG buffer (20 mM Hepes pH7.9, 150 mM NaCl, 1 mM MgCl<sub>2</sub>, 1 mM EDTA, 1% triton, 10% glycerol) supplemented with proteases inhibitors (Halt inhibitor cocktail, Thermo Scientific). Highbinding 96-well plates (655074 Lumitrac, Greiner) were used for IP. The plates were coated with 10 µg/ml M2 anti-FLAG antibodies (F1804 Sigma-Aldrich) overnight and blocked with BSA 3 %; Sucrose 5 %; Tween 20 0,5 %; PBS for 1h. IPs were performed with 100 µl of lysate/well overnight at 4°C. IPs were washed 5 times with 200 µl HNTG/well for 5 min at 20° on a thermomixer (Eppendorf) with intermittent shaking. In parallel, a plate “Input” was realised with 10 µl of lysate/well without antibody. Firefly luciferase (FFL) and Renilla luciferase (RL) activities were then quantified with DUAL luciferase reporter assay (Promega) using 50 µl of reagents/well and an InfiniteF200 reader (TECAN). The co-IP efficiency between FFL and RL fusion proteins was calculated by:  $(\text{IP RL} / \text{Input RL}) / (\text{IP FFL} / \text{Input FFL})$ . For each bait tested fused to FFL, a negative control co-IP using a RL-mCherry prey was performed and used as reference to calculate a normalized co-IP efficiency.

## Quantitative ChIP

ChIP on ovaries: Fly ovaries were dissected into cold Schneider's insect medium (Sigma) and homogenized in 500  $\mu$ L buffer A (60 mM KCl, 15 mM NaCl, 15 mM Hepes, 0.5% Triton-X100, 10 mM sodium butyrate, complete EDTA-free protease inhibitor tablets (Roche)) with 1.8% formaldehyde (Thermo Scientific) at room temperature (RT) using a Douncer with pestle "tight." Total time for homogenization and cross-linking was exactly 10 min. Glycine was added to 125 mM final, and samples were incubated 3 min at RT and then chilled on ice. Samples were centrifuged (5 min, 4000xg at 4°C) and pellets were resuspended in buffer A with 125 mM glycine, incubated 5 min with agitation, and then centrifuged. The washing step was repeated two times with 1 ml buffer A and another time with 1 ml lysis buffer (140 mM NaCl, 15 mM Hepes, 1 mM EDTA, 0.5 mM EGTA, 1% Triton-X100, 0.1% sodium deoxycholate, 10 mM sodium butyrate, complete EDTA-free protease inhibitor). Pellets were resuspended in 200  $\mu$ L lysis buffer with 0.5% SDS, 0.5% N-lauroylsarcosine and incubated 3 h at 4°C on a rotating wheel. Samples were sonicated with a Bioruptor (Diagenode; high level, 30 sec on, 30 sec off, repeated 12 times with resuspension after six times) and centrifuged (10 min, 20000xg at 4°C). Lysates were then diluted to 0.1% SDS with lysis buffer. Dynabeads protein G (Invitrogen) were washed in PBS-0.1 mg/mL BSA three times, added to lysates and incubated 3 h at 4°C on a rotating wheel. The following steps were similar to which described in ChIP of OSCs.

ChIP of OSCs: cells were seeded and transfected as above. OSCs from 2 wells of a 6-well plate were fixed in 1 ml M3 medium with 1.8% formaldehyde at RT for 10min. Glycine was added to 125 mM final concentration, and samples were incubated at RT for 5 min, and then chilled on ice. OSCs were rinsed in cold 1X PBS supplemented with 0.1 mg/ml pefabloc SC (Roche). Samples were centrifuged (500xg at 4°C for 7 min), and pellets were washed in 1 ml buffer I (10 mM Hepes pH 7.6, 0.25% Triton-X100, 10 mM EDTA pH 8, 0.5 mM EGTA pH 7.5, EDTA-free protease inhibitor), followed by one wash in buffer II (200 mM NaCl, 10 mM Hepes pH 7.6, 1 mM EDTA pH 8, 0.5 mM EGTA, EDTA-free protease inhibitor). Pellets were then resuspended in 300  $\mu$ L lysis buffer (140 mM NaCl, 15 mM Hepes pH 7.6, 1 mM EDTA pH 8, 0.5 mM EGTA, 1% Triton-X100, 0.1% SDS, 0.5 mM DTT, 0.5% N-lauroylsarcosine, 0.1% sodium deoxycholate, 10 mM sodium butyrate, EDTA-free protease inhibitor) and incubated at 4°C on a rotating wheel for 30min. Samples were sonicated with a Bioruptor (Diagenode, high level, 30sec on, 30sec off, repeated 20 times with resuspension after 10 times) and centrifuged (15,000xg at 4°C for 5min). Supernatants were collected and incubated at 4°C with Dynabeads protein G (Invitrogen) for 1h. Supernatants were then incubated at 4°C on a rotating wheel with

2 µl of anti-H3K9me3 (ab8898; Abcam), 2 µl of anti-histone H3 (ab1791; Abcam) or 2 µl of anti-H3K9ace antibodies (ab4441; Abcam) overnight. After incubation, 30 µl Dynabeads protein G was added at 4°C for 1h. Beads were then washed twice in RIPA buffer (150 mM NaCl, 50 mM Tris pH 8.1, 0.1% SDS, 1% NP40), once in high-salt buffer (500 mM NaCl, 50 mM Tris pH 8.1, 0.1% SDS, 1% NP40), once in LiCl buffer (250 mM LiCl, 50 mM Tris pH 8.1, 0.5% sodium deoxycholate, 1% NP40), and three times in TE (10 mM Tris pH 8, 0.1 mM EDTA). Chromatin was eluted by adding 100 µl of elution buffer I (10 mM EDTA, 1% SDS, 50 mM Tris pH 8) and incubated at 65°C under vigorous shaking for 15 min. Elution was repeated with 150 µl of elution buffer 2 (0.67% SDS in TE). The two supernatants were pooled and supplemented with SDS and NaCl to obtain a final concentration of 1% SDS and 200 mM NaCl. Cross-linking of each immunoprecipitated complex was reversed by incubating the eluates at 65°C overnight. After digestion with RNase A (50 µg/ml, at 37°C for 1h) and with proteinase K (40 µg/ml, at 55°C for 2h), DNA was purified by phenol-chloroform extraction and precipitated with ethanol. Precipitated DNA was used as template for quantitative PCR with specific primers (Supplementary Table 1). Three biological replicates were used for ChIP experiments, and two technical replicates for each OSC or ovaries sample were quantified by qPCR.

### **Drosophila husbandry and strains**

Ovaries were dissected from 5 day-old females reared on standard cornmeal/yeast diet. Drosophila stocks are described in Supplementary Table 3. Drosophila genotypes and breeding temperatures are specified as follows:

Fig. 4a-c: Females were continuously reared at 18°C except for the 5-day treatment at 25°C which was performed just before dissection in the GAL80ts experiments (Fig. 4a, right panels, and Fig. 4c). They were all non-Cy daughters of RNAi males crossed with females originating from either the *tj-GAL4, gypsy-lacZ/CyO*; *ZAM-lacZ, tubP>GAL80ts* strain (GAL80 experiments) or the *tj-GAL4, gypsy-lacZ/CyO* strain.

Fig. 6c-e: Females were continuously reared at 25°C. All flies shared the same genotype for chromosome 3: *P{GAL4::VP16-nos.UTR}/ LacO-nos>GFP-Piwi*. The genotype for chromosome 2 was : *LacI : pUASp>LacI/+ , LacI-MEP-1: pUASp>LacI-MEP-1/+*.

### **LacI-MEP-1 transgenic flies**

The construct expressing the DNA-tethering LacI-MEP-1 fusion protein was obtained by replacing the *silencio* sequence in the UASP-LacI-silencio plasmid (gift from J. Brennecke)

with MEP-1 cDNA ([BDGP cDNA](#): RE60032) after correction of four mismatches with the reference sequence. The resulting PattB-UASP-LacI-MEP-1 plasmid was used by BestGene to generate the corresponding transgenic fly stock with PhiC31-mediated transformation into attP40.

## Supplementary Tables

**Supplementary Table 1: Primer list**

| Genes             | Application                       | Forward primer                 | Reverse primer            | Ref |
|-------------------|-----------------------------------|--------------------------------|---------------------------|-----|
| RpL32             | qPCR                              | CAGCTTCAAGATGACCATC            | GTTCGATCCGTAACCGATGT      |     |
| light             | qPCR                              | GCTAGGCAATGACAAAGTCCTTTG<br>GG | GCATTCGTCTGAAGTCGGCAGATAG |     |
| 1360-element      | qPCR                              | GGAGCTCTGCGTATAGCCAACTT        | ACCTAAACCGCCGAGTCCTG      |     |
| MEP-1             | qPCR                              | CTACATCAAGGATCTGGAGCAG         | AATCCCTGATCCGTAAAGAACC    |     |
| Mi-2              | qPCR                              | ATGAAGAGCGATGTGTCCC            | ATTGTGCCATCAATTGAGCTG     |     |
| piwi              | qPCR                              | GCGCTTTTAACCACCGTTTA           | GGTCTCTGAAGTGCCCTTTC      |     |
| Gtsf1             | PCR<br>(Supplementary<br>fig. 2a) | TCAGCGAAGACACCAGACAC           | TAACAATTTGGCCGTGGAAT      |     |
| LacZ              | qPCR                              | TGGCAGATGCACGGTTACGA           | TCAGACGGCAAACGACTGTCC     |     |
| expanded          | qPCR                              | CGTGTGCAATTGTCTGGTG            | CTTTCTGACCTCTTCCACTTCC    |     |
| krimper           | qPCR                              | TACGATCCCAAGCTGAATGG           | GCCGATTTCAAAATGCACTG      |     |
|                   | ChIP                              | GGCGTTGAAAGCTTCGATTA           | ATTATTGAACAGCCGCCAAA      | 47  |
| MBD-like          | qPCR                              | TGCCTCGATCTTCAAGCAACC          | TAGTCGTTCCAGTCGCTTCTCC    |     |
| MTA1-like         | qPCR                              | CATCCTCCATTTCATACACC           | CTGATCCTAAGTCGAATGCC      |     |
| LacO-GFP reporter | qPCR                              | CGCGAATTCTGGATCTAGTG           | GGAATAATGTAGTTTTCAGCGATA  |     |
| GFP               | qPCR                              | GACGTAACCGCCACAAGTTC           | TTGCCGGTGGTGCAGAT         |     |

  

| Transposons | Application | Forward primer         | Reverse primer            |
|-------------|-------------|------------------------|---------------------------|
| Tabor       | qPCR        | ACGTTGTTACGACATTAGCCG  | GGGTTGGTTCGGATCTGACG      |
| gypsy       | qPCR        | CTTCACGTTCTGCGAGCGGTCT | CGCTCGAAGGTTACCAGGTAGGTTC |
|             | ChIP        | GGCTCATTGCCGTTAAACAT   | TCTTTCGCTGAGGTTTCGTCT     |
| mdg1        | qPCR        | GCCCCAAAATTTTCAGGAACA  | TTACGAGTGCACCTTGCATT      |
|             | ChIP        | ATGCGAATTTCAGGATGTACG  | AGGGAGATCTCTTGTGACAGC     |
| blood       | qPCR        | GGGAATTCTAAACAGCGACAAC | CCCATTACCACACTCTACTCAC    |
| Stalker2    | qPCR        | CCCAAGAGGTGGAGAAACTG   | ATGTGCCTGCTTGCATGATA      |

  

| piRNA       | Application | Forward primer           | Reverse primer                | Ref |
|-------------|-------------|--------------------------|-------------------------------|-----|
| Idefix      | qPCR        | GTTCCCAAACGATTGCCA       | TCCAGTTTTTTTTTTTTTAAACTA<br>C |     |
| Tabor       | qPCR        | GCAGTAAACCTATTGAATTTATTG | CCAGTTTTTTTTTTTTTAAAGGGT      |     |
| traffic jam | qPCR        | GTTCAGAGAAGTGCATTCC      | GTCCAGTTTTTTTTTTTTTGGTAA      | 51  |

  

| miRNA  | Application | Forward primer      | Reverse primer           | Ref |
|--------|-------------|---------------------|--------------------------|-----|
| miR-14 | qPCR        | CAGTCAGTCTTTTCTCTCT | GTCCAGTTTTTTTTTTTTTATAGG | 51  |
| miR-34 | qPCR        | TGGCAGTGTGGTTAGCT   | TCCAGTTTTTTTTTTTTTTCACAA | 51  |

| flamenco region | Application | Forward primer                    | Reverse primer                   | Ref |
|-----------------|-------------|-----------------------------------|----------------------------------|-----|
| flamR1ext2      | qPCR        | TCAAGGAAAAACGTGGGAAAG             | AGGAGGAAAACCTCCAGAAA             | 5   |
| flamR4          | qPCR        | CAGATTACCATTGGCTATGAGGAT<br>CAGAC | TGGTGAAATACCAAAGTCTTGGGTC<br>AAC | 51  |

| Targeted genes | siRNA   | Sequence (5'→3')     | Ref |
|----------------|---------|----------------------|-----|
| -              | sictrl  | GAACUAUUCACGACAUAAUG |     |
| MEP-1          | siMEP-1 | UAAUCUGUGAGUCUUCGUC  |     |
| Mi-2           | siMi-2  | AUAUCGUUGUGGGGAUCCA  |     |
| piwi           | sipiwi  | CACCUUCACGCCUGGGAGC  | 46  |
| Rpd3           | siRpd3  | GCAGAUGCAGCGUUUCAAU  |     |
| MBD            | siMBD   | GGAGGACGACAUACGCAA   |     |
| MTA1-like      | siMTA-1 | CGACAAGGAGCUCACAAUA  |     |

| Genes       | Application                        | Forward primer                                                      | Reverse primer                                         |
|-------------|------------------------------------|---------------------------------------------------------------------|--------------------------------------------------------|
| piwi        | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGCTGATGATCAG<br>GGACGTG       | AAAGCTGGGTCGGCGCGCCACCCTTTAGA<br>TAATAAACTTCTTTTCGAGC  |
| Gtsf1       | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGTTTATTGCCC<br>GTACAACA       | AAAGCTGGGTCGGCGCGCCACCCTTCTGG<br>CGCCTTGAGTATGGC       |
| MEP-1       | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGGAACTGAAGT<br>TGATGTCGTTTTG  | AAAGCTGGGTCGGCGCGCCACCCTTATCT<br>ATGACATGACTCTCCAT     |
| MEP-1ΔCt    | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGGAACTGAAGT<br>TGATGTCGTTTTG  | AAAGCTGGGTCGGCGCGCCACCCTTGGCG<br>GTGGCAGTGCCCAAA       |
| MEP-1ΔNt    | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGGAAAGCGAT<br>GCGAGTTCTGCAAC  | AAAGCTGGGTCGGCGCGCCACCCTTATCT<br>ATGACATGACTCTCCAT     |
| Su(var)2-10 | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGGAGTGCAGAT<br>GCTTCGAGTGGTCG | AAAGCTGGGTCGGCGCGCCACCCTTTTGC<br>AAAAAGGGATCCAACGTACCG |
| SetDB1      | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGGATCTGGGCA<br>GCCAACAGC      | AAAGCTGGGTCGGCGCGCCACCCTTGAGC<br>AGACGAAGGCGGC         |
| Cherry      | PCR for cloning<br>Dual luciferase | AAAAAAGCAGGCTCCGCGCCGC<br>CCCCTCACCATGGTGAGCAAGG<br>GCGAGGAG        | AAAGCTGGGTCGGCGCGCCACCCTTCTTGT<br>ACAGCTCGTCCATGCCG    |

**Supplementary Table 2: Statistics and Reproducibility**

| Figure | Comparison     | Test                        | F-values | t-values | Degrees of freedom | p-value   |
|--------|----------------|-----------------------------|----------|----------|--------------------|-----------|
| 5b     |                | ANOVA                       | 41.62    |          | 4                  | 1.05e-10  |
| 5b     | sictrl/siMEP-1 | Two-tailed Student's t-test |          | 9.7682   | 10                 | 1.97e-06  |
| 5b     | sictrl/siMi-2  | Two-tailed Student's t-test |          | 5.9133   | 10                 | 0.0001484 |
| 5b     | sictrl/sipiwi  | Two-tailed Student's t-test |          | 7.298    | 10                 | 2.607e-05 |
| 5b     | sictrl/siRpd3  | Two-tailed Student's t-test |          | 12.689   | 10                 | 1.725e-07 |

|    |                                        |                             |        |        |   |          |
|----|----------------------------------------|-----------------------------|--------|--------|---|----------|
| 5d |                                        | ANOVA                       | 14.769 |        | 2 | 0.004811 |
| 5d | sictrl/siMEP-1                         | Two-tailed Student's t-test |        | 3.7571 | 4 | 0.01983  |
| 5d | sictrl/sipiwi                          | Two-tailed Student's t-test |        | 4.6784 | 4 | 0.009459 |
| 6e | LacI H3K9me3/<br>LacI-MEP-1<br>H3K9me3 | Two-tailed Student's t-test |        | 22.6   | 5 | 0.000003 |
| 6e | LacI H3K9ace/<br>LacI-MEP-1<br>H3K9ace | Two-tailed Student's t-test |        | 3.43   | 4 | 0.026472 |

| Figure          | 1a | 1d | 2a | 2b | 6a | 6c | Sup. 1b | Sup. 2a | Sup. 2b | Sup. 2c | Sup. 3a | Sup. 4c |
|-----------------|----|----|----|----|----|----|---------|---------|---------|---------|---------|---------|
| Reproducibility | 2x | 5x | 2x | 2x | 2x | 3x | 1x      | 1x      | 2x      | 5x      | 2x      | 2x      |

### Supplementary Table 3: Drosophila stocks

| Drosophila Stocks                                                                                                                                |                                     |             |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|-------------|
| <i>D. melanogaster</i> : RNAi of Piwi: y[1] sc[*] v[1]; P{y[+7.7] v[+1.8]=TRiP.HMS00606}attP2                                                    | Bloomington Drosophila Stock Center | BDSC#33724  |
| <i>D. melanogaster</i> : RNAi of Mi-2: y[1] v[1]; P{y[+7.7] v[+1.8]=TRiP.HMC03329}attP40                                                         | Bloomington Drosophila Stock Center | BDSC#51774  |
| <i>D. melanogaster</i> : RNAi of MEP-1: y[1] sc[*] v[1]; P{y[+7.7] v[+1.8]=TRiP.HMC05187}attP40                                                  | Bloomington Drosophila Stock Center | BDSC#62180  |
| <i>D. melanogaster</i> : RNAi of Rpd3: y[1] sc[*] v[1] sev[21]; P{y[+7.7] v[+1.8]=TRiP.GL01005}attP40                                            | Bloomington Drosophila Stock Center | BDSC#36800  |
| <i>D. melanogaster</i> : RNAi of White: y[1] v[1]; ; P{TRiP.HMS00017}attP2                                                                       | Bloomington Drosophila Stock Center | BDSC#33623  |
| <i>D. melanogaster</i> : ovarian somatic driver and gypsy piRNA sensor: hs-hid(Y); tj-GAL4, gypsy-lacZ/CyO;;                                     | VDRC                                | VDRC#313222 |
| <i>D. melanogaster</i> : ovarian germline driver: w[1118] ; ; P{GAL4::VP16-nos.UTR}CG6325 <sup>MVD1</sup>                                        | Our lab collection                  | N/A         |
| <i>D. melanogaster</i> : conditional somatic driver and gypsy piRNA sensor: ; tj-GAL4, gypsy-lacZ/CyO; ZAM-lacZ, tubP>GAL80 <sup>ts</sup>        | Our lab collection                  | N/A         |
| <i>D. melanogaster</i> : expression of LacI-MEP-1 fusion protein: y w; pUASp>LacI-MEP-1 [attP40]                                                 | This paper                          | N/A         |
| <i>D. melanogaster</i> : expression of LacI control protein: ; pUASp>LacI/CyO ; Ki/Sb Ser                                                        | W. Theurkauf                        | N/A         |
| <i>D. melanogaster</i> : source of LacO-GFP reporter transgene: ; pUASp>LacI-Panx [attP40]/CyO; lacO-nos>GFP-Piwi (with intron) [attP2]/TM3, Ser | VDRC                                | VDRC#313400 |

### Supplementary References

1. Böttcher, R. *et al.* Efficient chromosomal gene modification with CRISPR/cas9 and PCR-based homologous recombination donors in cultured Drosophila cells. *Nucleic Acids Res.* **42**, e89 (2014).

2. Shevchenko, A., Wilm, M., Vorm, O. & Mann, M. Mass spectrometric sequencing of proteins silver-stained polyacrylamide gels. *Anal. Chem.* **68**, 850–858 (1996).
3. Peng, J. & Gygi, S. P. Proteomics: the move to mixtures. *J. Mass Spectrom. JMS* **36**, 1083–1091 (2001).
4. Eng, J. K., McCormack, A. L. & Yates, J. R. An approach to correlate tandem mass spectral data of peptides with amino acid sequences in a protein database. *J. Am. Soc. Mass Spectrom.* **5**, 976–989 (1994).
5. Haase, A. D. *et al.* Probing the initiation and effector phases of the somatic piRNA pathway in *Drosophila*. *Genes Dev* **24**, 2499–504 (2010).

# Supplementary material for: The Mi-2 nucleosome remodeler and the Rpd3 histone deacetylase are involved in piRNA-guided heterochromatin formation
**Source:** Nat Commun. 2020 Jun 4;11:2818. doi: 10.1038/s41467-020-16635-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

RNA-seq: R-packages implemented in R 3.2.1; bowtie2 (ver. 2.2.4) using default parameters  
Mass Spectrometry: software program Sequest (Thermo Fisher Scientific, Waltham, MA)

#### Data analysis

Small guide design : <http://tools.flycrispr.molbio.wisc.edu/targetFinder> (Gratz et al. 2014)  
Quantitative PCR: LightCycler480 Software- Roche- Release 1.5.1  
Mass Spectrometry : <https://taplin.med.harvard.edu/home>  
RNA-seq analyses: piPipes pipeline (<https://github.com/bowhan/piPipes>) and BEDTools genomecov

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Figure 3a, b and Supplementary figure 3c : Data are accessible in the NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>) under the accession number GSE112972.

Supplementary Fig. 1b: The mass spectrometry data have been analysed by Taplin MS facility and the RAW data have been deposited to the ProteomeXchange Consortium via PRIDE with the data set identifier PXD018749 and 10.6019/PXD018749.

All fly lines used in this study are listed in Supplementary Table 3 and come from Bloomington Drosophila Stock Center, VDRC, our collection and W. Theurkauf lab.

Source data for all gel images are provided in Supplementary Data Set 1.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was performed. All experiments presented in this work were done on established experimental procedure in biology and in Drosophila genetics. Sample sizes are indicated throughout the manuscript and some details are listed below:

Figure 1a: GFP-Trap experiments were performed using 500 µg total proteins of OSC nuclear extracts. For Western blot analysis the equivalent of 250 µg proteins was loaded in the IPs in comparison to 2.5 µg proteins in the inputs (1%).

Figure 1c and 6b: LUMIER IPs were performed in 96-well microplates seeded with 400,000 S2 cells 24h prior to transfection and harvested 48h post-transfection in n=4 biological replicates.

Figure 1d and 2b: Piwi and MEP-1 endogenous IPs were performed using 500 µg total proteins of OSC nuclear extracts. For Western blot analysis the equivalent of 150 µg proteins was loaded in the IPs in comparison to 3 µg proteins in the inputs (2%).

Figure 2a: A total of 1 mg protein from OSC nuclear extract was applied to the Superose 6 HR 10/30 column. Fractions were precipitated with TCA, and the Western blots presented were obtained by loading one third of total proteins from each fraction.

Figure 3a,b: Total RNAs from 3000000 cells were isolated using ISOGEN® (Nippon Gene) then purification of poly-A RNAs. The sequencing was done using HiSeq2500 (Illumina).

Figure 3c, 4b-c, 5b-c, suppl Fig 3b, suppl Fig 3d, suppl Fig 4b: RT from ovaries or OSCs were performed on 500 ng total RNA in biological triplicates.

Figure 3d-f and 5d: Quantitative ChIP experiments were performed from 2 wells of confluent 6-well plates in biological triplicates.

Figure 6a: GFP-Trap were performed using 500 µg total proteins of OSC nuclear extracts, and the equivalent of 250 µg proteins was loaded in the IPs in comparison to 2.5 µg proteins in the inputs (1%). MEP-1 IPs were performed using 200 µg total proteins of OSC nuclear extracts and the totality of bound proteins was loaded for Western blot analysis in comparison to 4 µg proteins in the inputs (2%).

Data exclusions

No data were excluded for analyses.

Replication

All the experiments were performed using at least 3 independent samples (n=3) and the measurement for each sample was done twice (technical duplicate). The experiments have been done at least 2 times only the obtention of the stable cell line was done 1 time and the Mass spectrometry presented in Supplementary Fig. 1.

Randomization

Does not apply

Blinding

Blinding was not relevant to this study

## Reporting for specific materials, systems and methods

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials All Unique biological materials are available from the authors.

## Antibodies

## Antibodies used

All antibodies used in this study are listed either in Methods section or in Suppelementary Information. Dilutions for Western blot are indicated here.

Rabbit polyclonal anti-Piwi (d-190) Santa Cruz Biotechnology Cat#sc98264 ; RRID:AB\_1566910 (used at 1:3000 in WB)

Mouse monoclonal anti-Piwi G-1 Santa Cruz Biotechnology Cat#sc390946 (used at 1:3000 in WB)

Rabbit polyclonal anti-MEP-1 (gift from A. Brehm) (used at 1:2500 in WB)

Rabbit polyclonal anti-Mi-2 (gift from A. Brehm) (used at 1:2500 in WB)

Rabbit polyclonal anti-Rpd3 (gift from J. Kadonaga) (used at 1:5000 in WB)

Rabbit polyclonal anti-CAF1-p55 (gift from J. Kadonaga) (used at 1:10000 in WB)

Guinea pig polyclonal anti-MTA1-like (gift from C.P. Verrijzer) (used at 1:2000 in WB)

Rabbit polyclonal anti-Pc (gift from G. Cavalli) (used at 1:1500 in WB)

Mouse monoclonal anti-Egg (gift from M.C. Siomi) (used 1:5 in WB)

Mouse monoclonal anti-GFP Sigma-Aldrich Cat# 11814460001 ; RRID:AB\_390913 (used at 1:2000 in WB)

Rat monoclonal anti-HA (3F10) Roche Cat#11867423001 ; RRID:AB\_390918 (used at 1:1000 in WB)

Mouse monoclonal anti-FLAG (M2) Sigma-Aldrich Cat#F1804 ; RRID:AB\_262044 (used at 1:1000 in WB)

Rabbit polyclonal anti-Histone H3 (tri methyl K9) Abcam Cat#ab8898 ; RRID:AB\_306848

Rabbit polyclonal anti-Histone H3 (acetyl K9) Abcam Cat#ab4441 ; RRID:AB\_2118292

Rabbit polyclonal anti-Histone H3 Abcam Cat#ab1791 ; RRID:AB\_302613

Alexa Fluor® 555 donkey anti-rabbit IgG Molecular Probe Cat#A31572 ; RRID:AB\_162543

Alexa Fluor® 488 donkey anti-mouse IgG Molecular Probe Cat#A21202 ; RRID:AB\_141607

Alexa Fluor® 647 goat anti-mouse IgG Thermo Fisher Scientific Cat#A21236 ; RRID:AB\_2535805

EasyBlot anti Rabbit IgG (HRP) GeneTex Cat# GTX221666-01S, RRID:AB\_10618575 (used at 1:2000 in WB)

EasyBlot anti Mouse IgG (HRP) GeneTex Cat# GTX221667-01, RRID:AB\_10728926 (used at 1:2000 in WB)

Goat anti-Mouse IgG (H+L) Secondary Antibody, HRP Thermo Fisher Scientific Cat# A16066, RRID:AB\_2534739 (used at 1:5000 in WB)

Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, HRP Thermo Fisher Scientific Cat# A18871, RRID:AB\_2535648 (used at 1:5000 in WB)

Anti-rabbit IgG, HRP-linked Antibody Cell Signaling Technology Cat# 7074, RRID:AB\_2099233 (used at 1:5000 in WB)

## Validation

Specificity of the antibodies are shown in Suppelementary Fig. 3 using RNAi experiments and Western blots or RT-qPCR.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

OSC cell line from Mikiko Siomi lab ([https://www.s.u-tokyo.ac.jp/en/people/siomi\\_mikiko/](https://www.s.u-tokyo.ac.jp/en/people/siomi_mikiko/))(Saito et al., 2009)

Schneider's S2-R+ cell line from the Drosophila RNAi Screening Center (DRSC), Harvard Medical School, Boston

## Authentication

Does not apply

## Mycoplasma contamination

Free of mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Does not apply

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

D. melanogaster: RNAi of Piwi: y[1] sc[\*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS00606}attP2 Bloomington Drosophila Stock Center  
 D. melanogaster: RNAi of Mi-2: y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC03329}attP40 Bloomington Drosophila Stock Center  
 D. melanogaster: RNAi of MEP-1: y[1] sc[\*] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC05187}attP40 Bloomington Drosophila Stock Center  
 D. melanogaster: RNAi of Rpd3: y[1] sc[\*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP.GL01005}attP40 Bloomington Drosophila Stock Center  
 D. melanogaster: RNAi of White: y[1] v[1]; ; P{TRiP.HMS00017}attP2 Bloomington Drosophila Stock Center  
 D. melanogaster: ovarian somatic driver and gypsy piRNA sensor: hs-hid(Y); tj Gal4, gypsy-lacZ/CyO;; VDRC  
 D. melanogaster: conditional somatic driver and gypsy piRNA sensor: ; tj-GAL4, gypsy-lacZ/CyO; ZAM-lacZ, tubP>Gal80ts Our lab collection  
 D. melanogaster: expression of LacI-MEP-1 fusion protein: y w; pUASp>LacI-MEP-1 [attP40] This paper  
 D. melanogaster: expression of LacI control protein: ; pUASp>LacI/CyO ; Ki/Sb Ser W. Theurkauf  
 D. melanogaster: source of LacO-GFP reporter transgene: ; pUASp>LacI-Panx [attP40]/CyO; lacO-nos>GFP-Piwi (with intron) [attP2]/TM3, Ser VDRC

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve field collected samples

# Supplementary material for: The Mi-2 nucleosome remodeler and the Rpd3 histone deacetylase are involved in piRNA-guided heterochromatin formation
**Source:** Nat Commun. 2020 Jun 4;11:2818. doi: 10.1038/s41467-020-16635-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: The values are the sum raw intensity values to which a pseudo-count of 0.1 has been added. This allows to calculate a ratio  $[\text{intensity}_{\text{GST-gtsf1}}/\text{Mass}] / [\text{intensity}_{\text{GST}}/\text{Mass}]$  even for the proteins not detected in the GST control experiment.

# Supplementary material for: The Mi-2 nucleosome remodeler and the Rpd3 histone deacetylase are involved in piRNA-guided heterochromatin formation
**Source:** Nat Commun. 2020 Jun 4;11:2818. doi: 10.1038/s41467-020-16635-5

Supplementary Data set 1 - Uncropped western blot and gel images.

«kD» indicates protein molecular weight marker and the square box indicates the cropped regions.

Fig1a

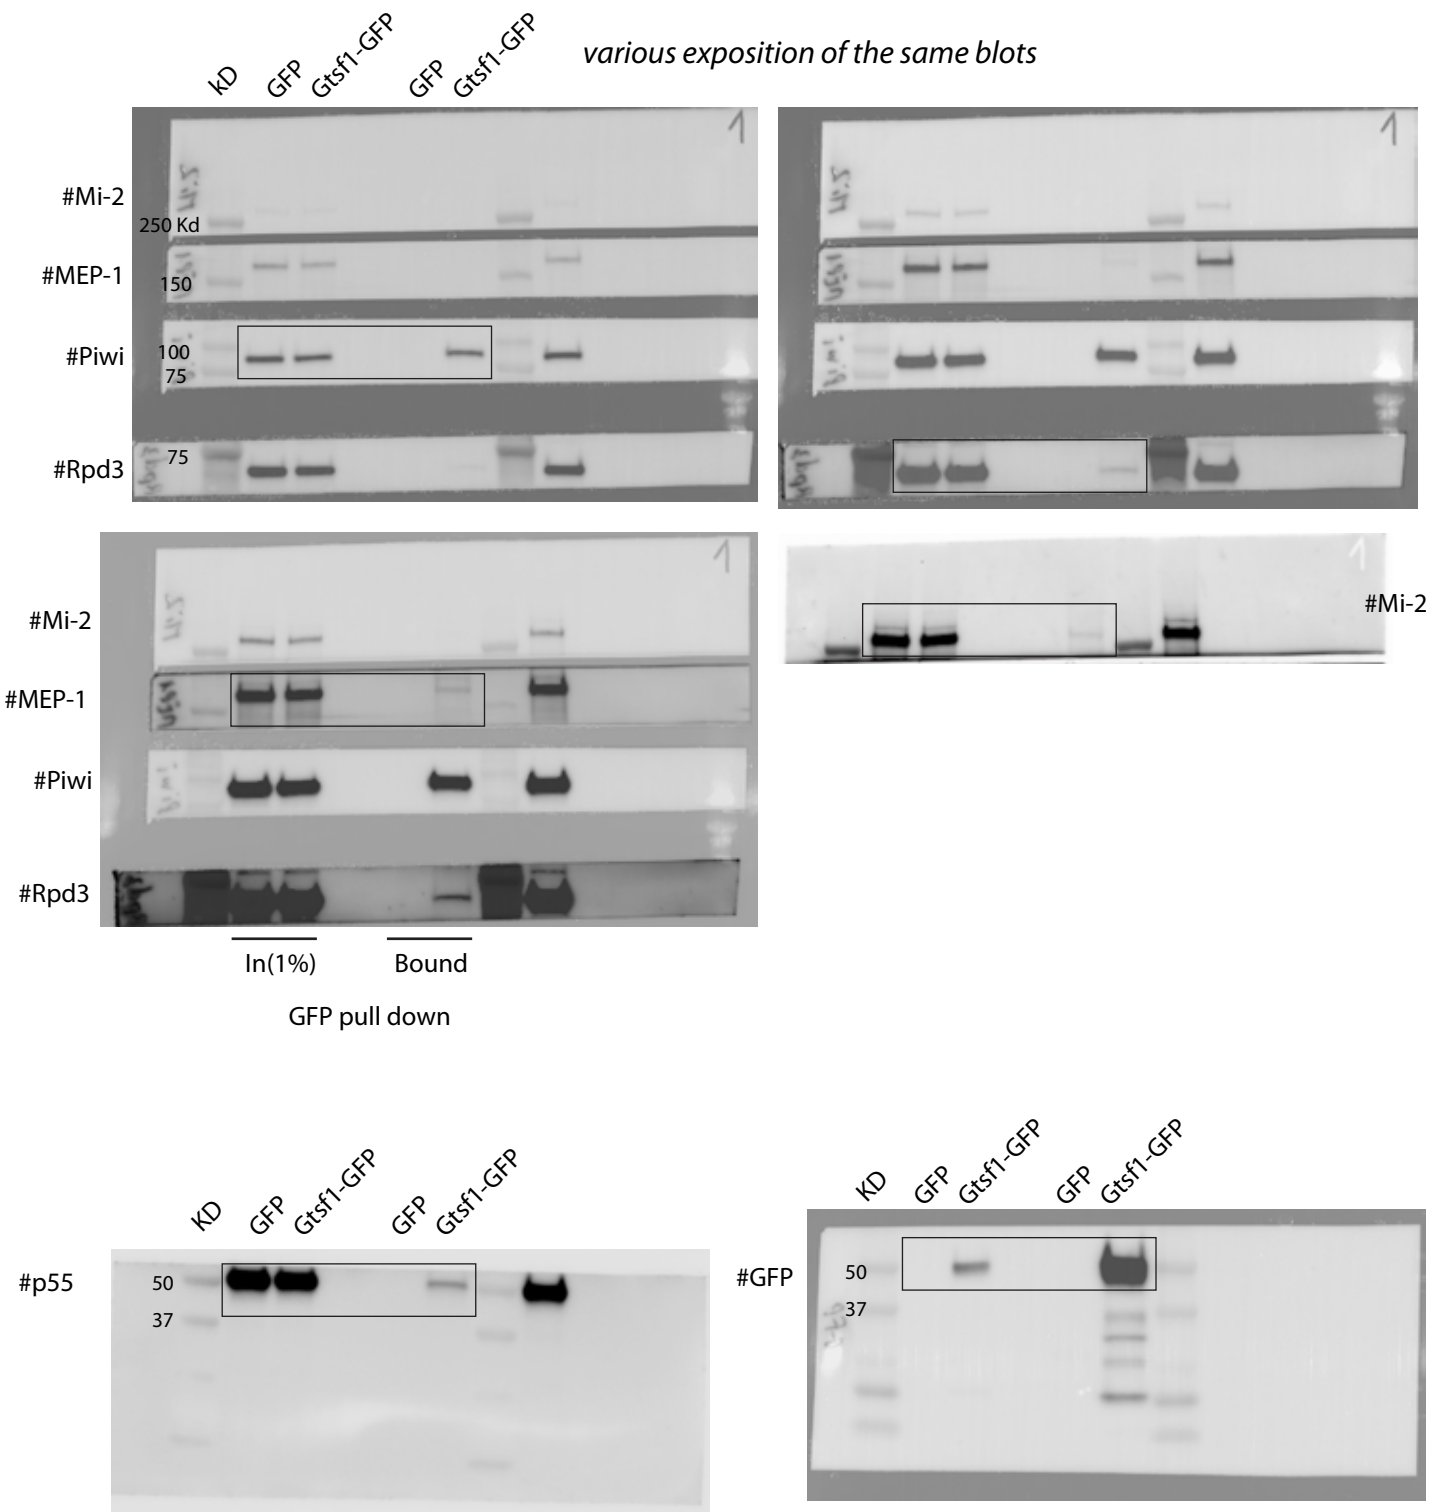

kD: precision Plus protein standards from BIO-RAD

**Fig1d**

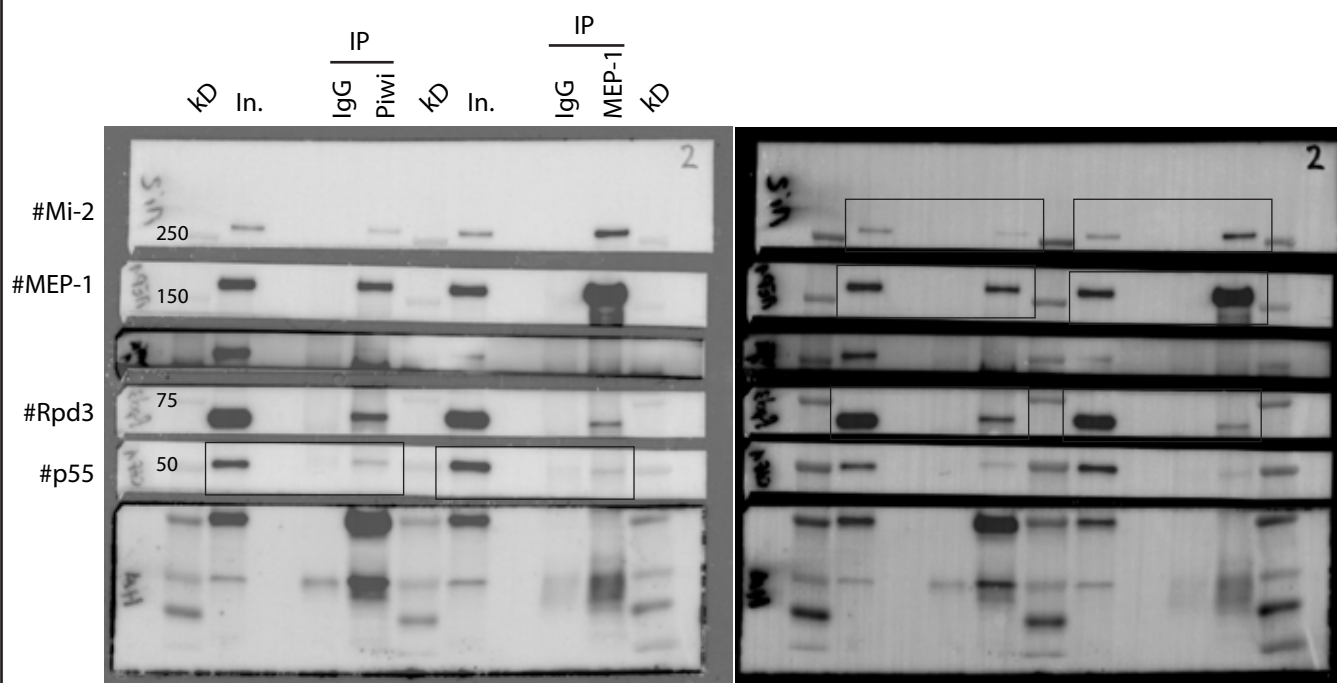

various exposition

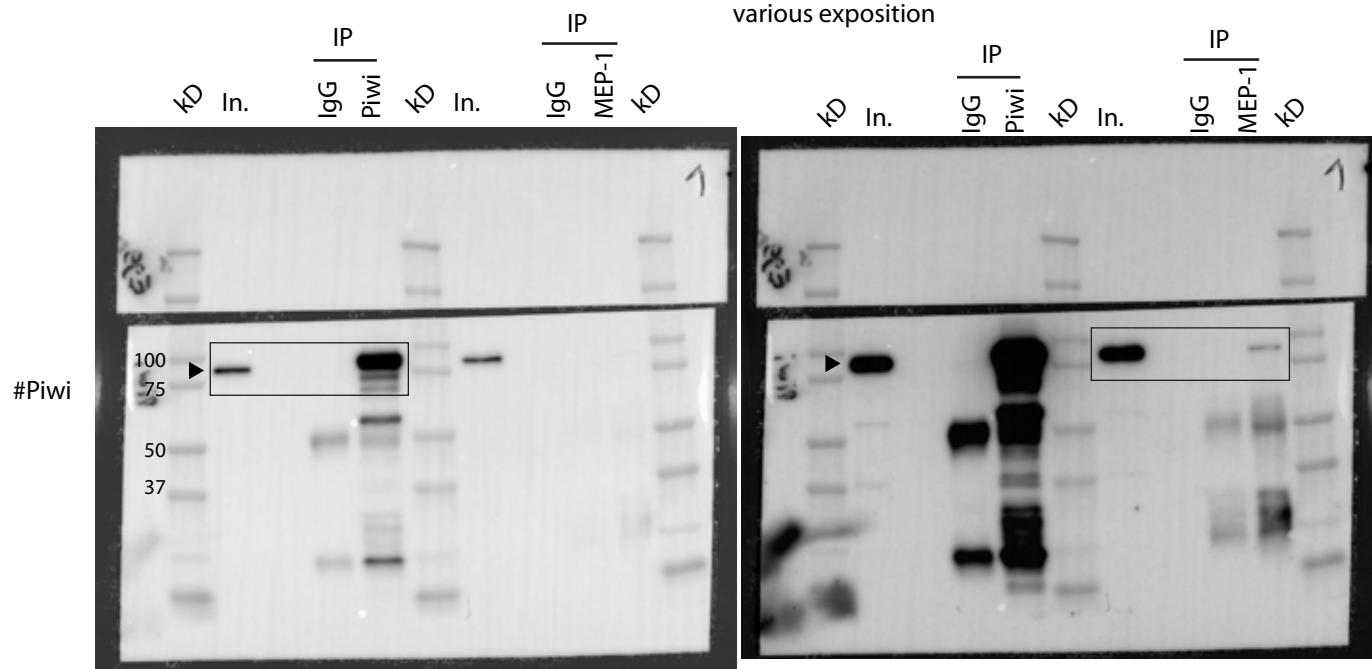

more exposed

**Fig1d continued**

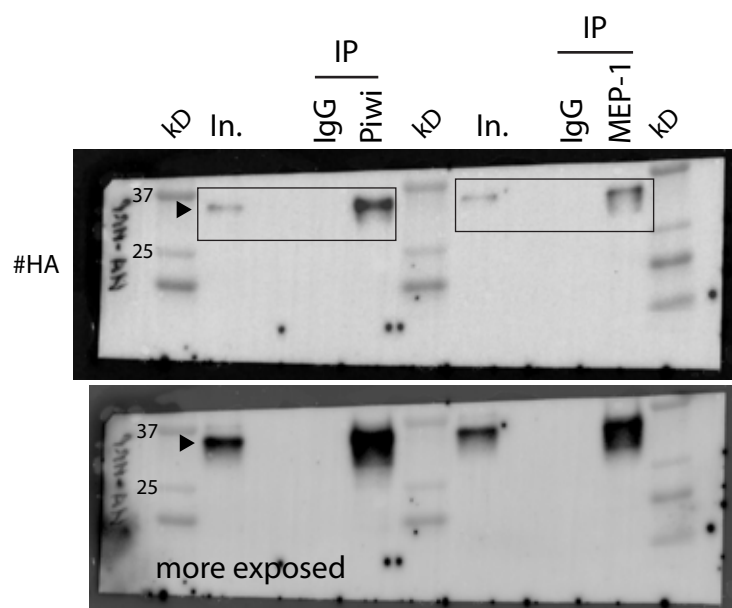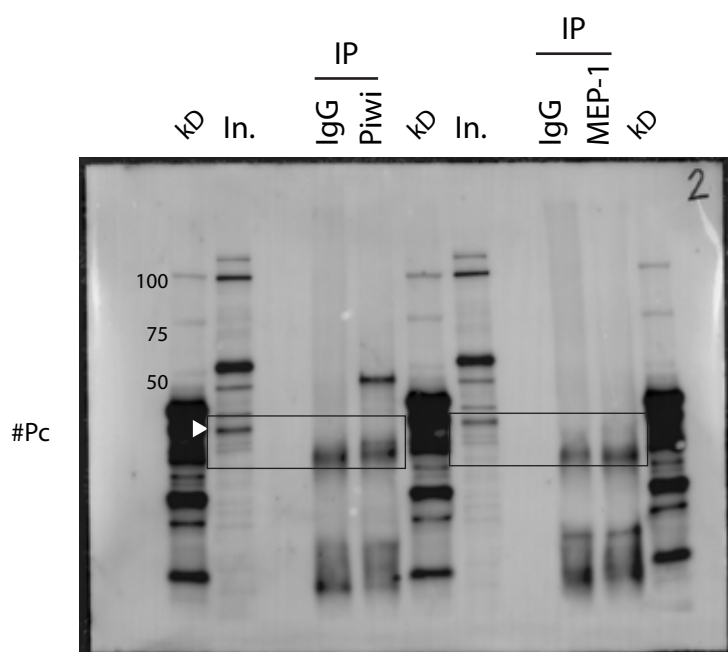

**Fig2a**

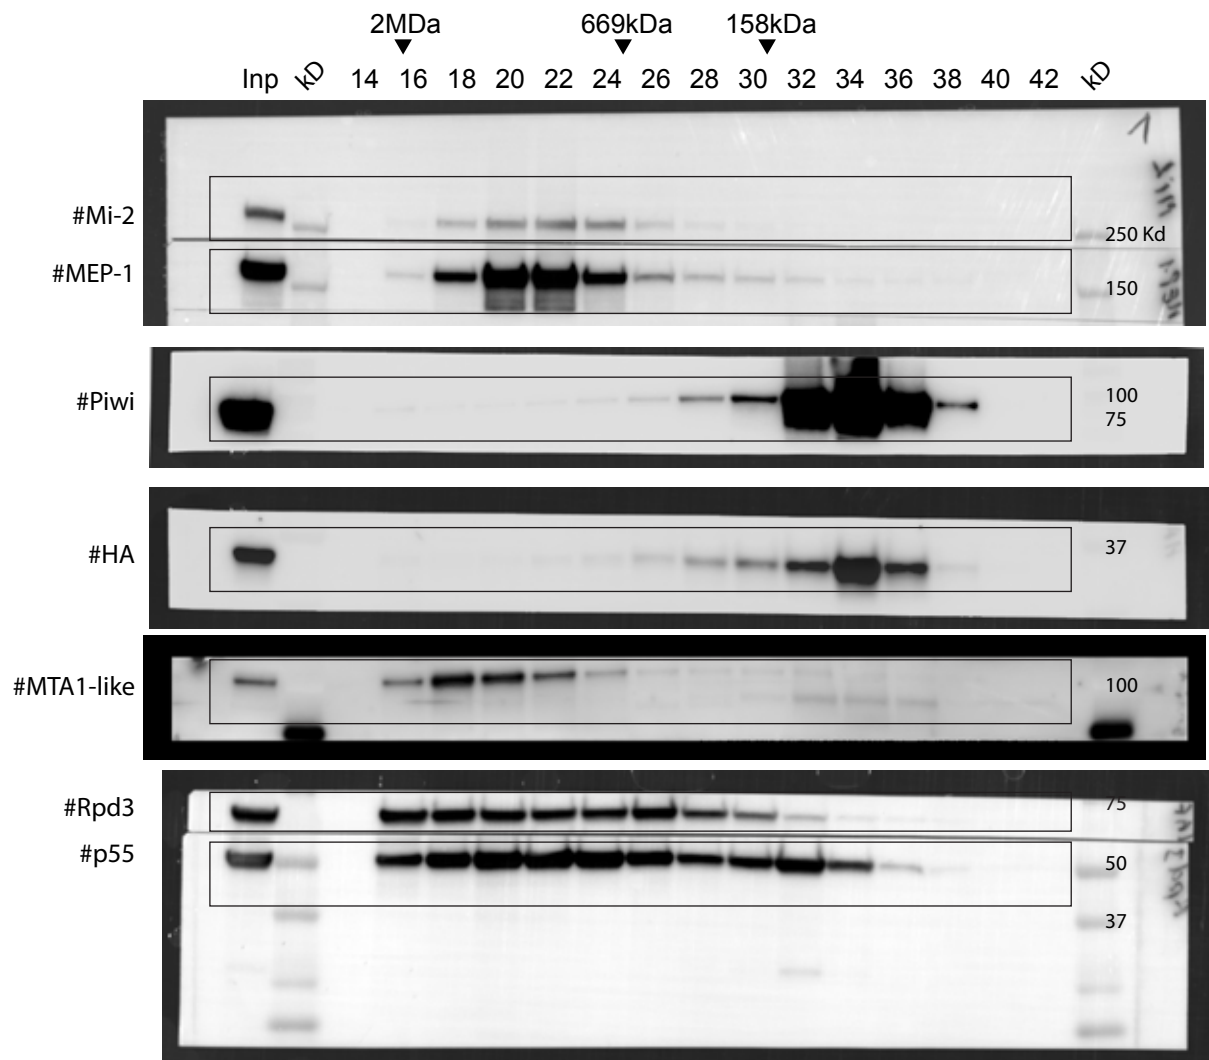

**Fig2b**

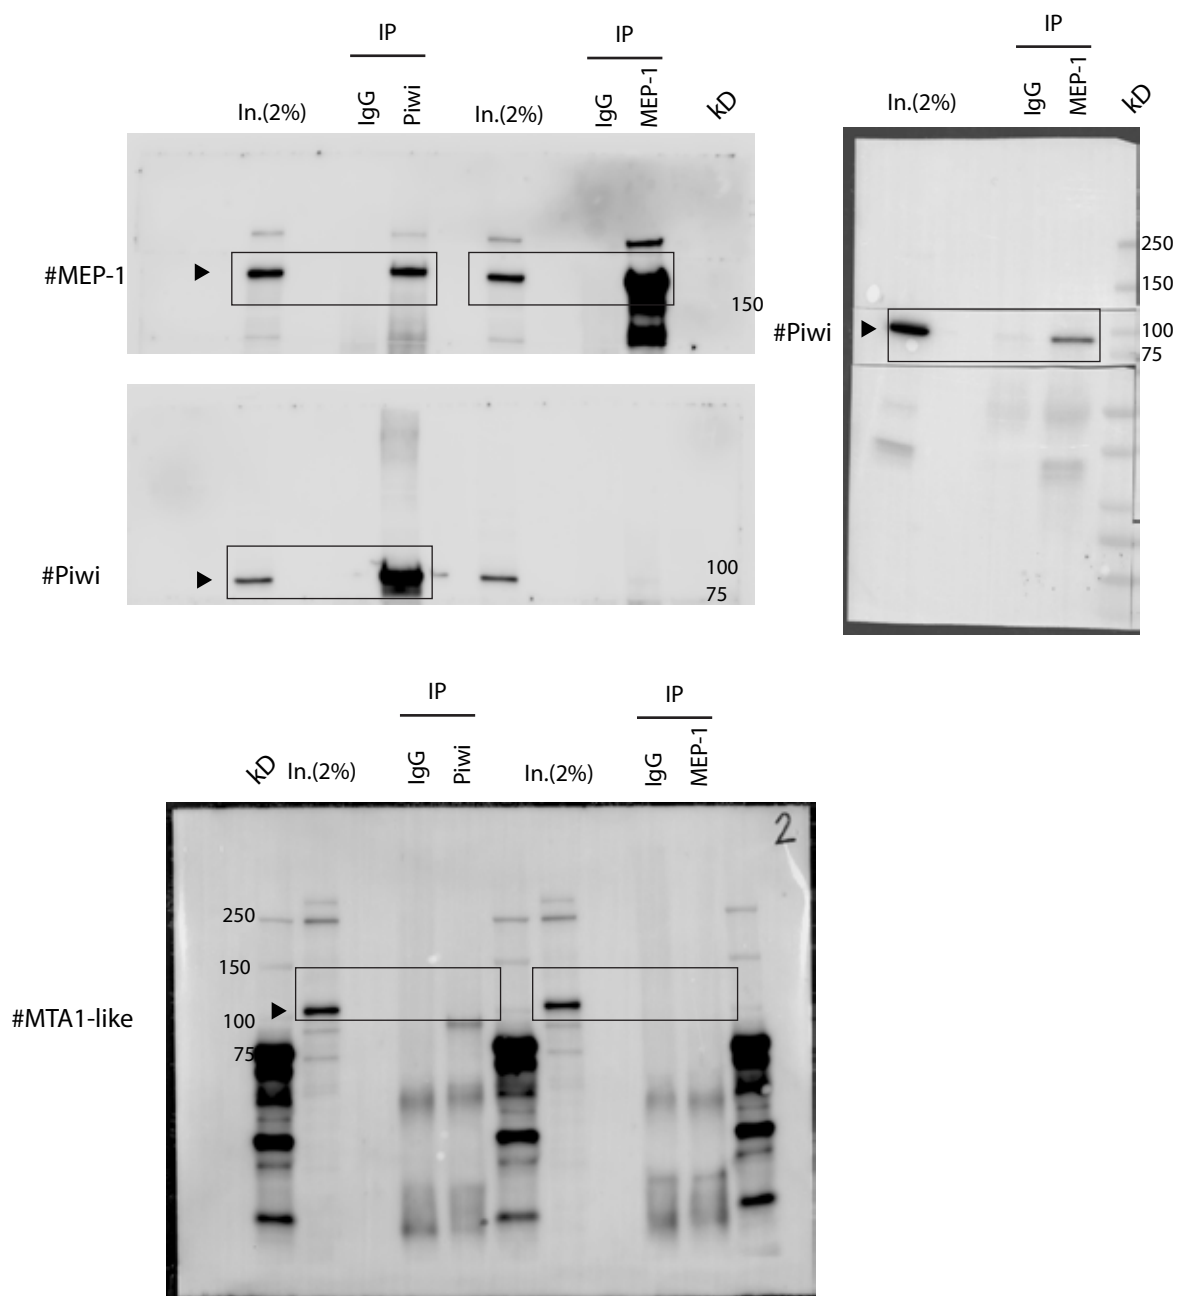

**Figure 6a left panel**

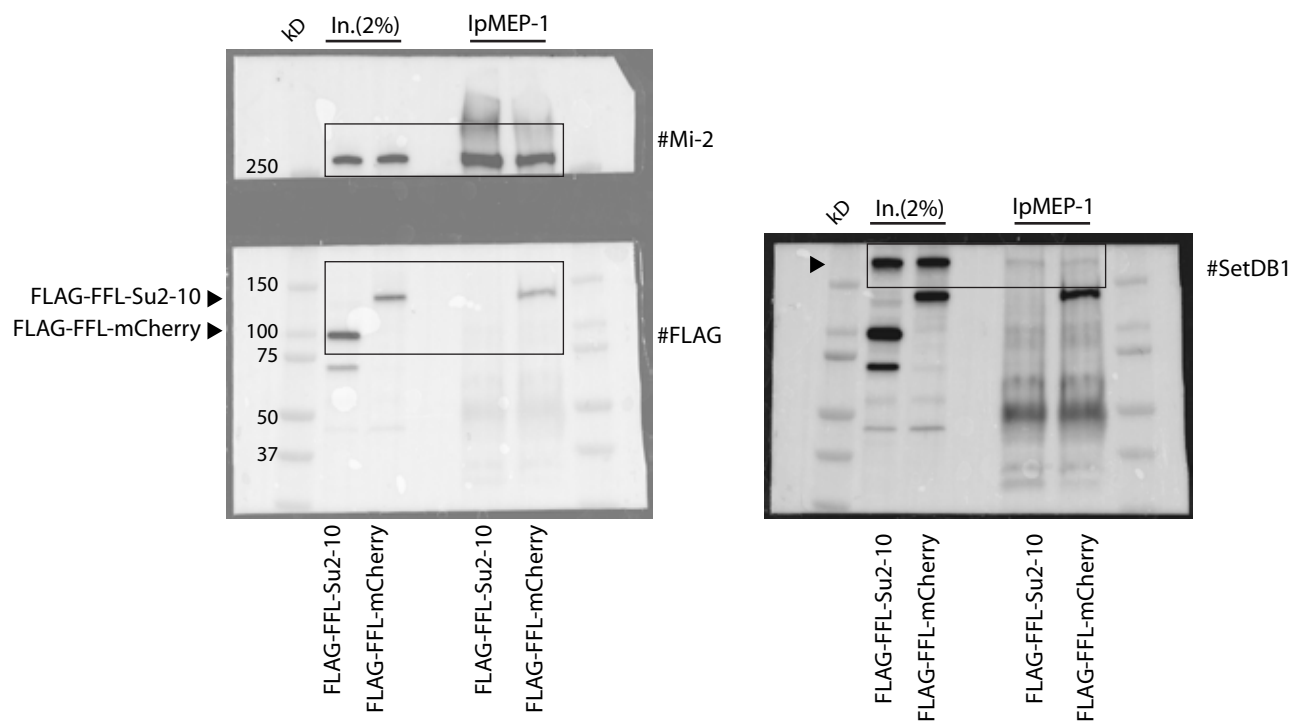

**Figure 6a right panel**

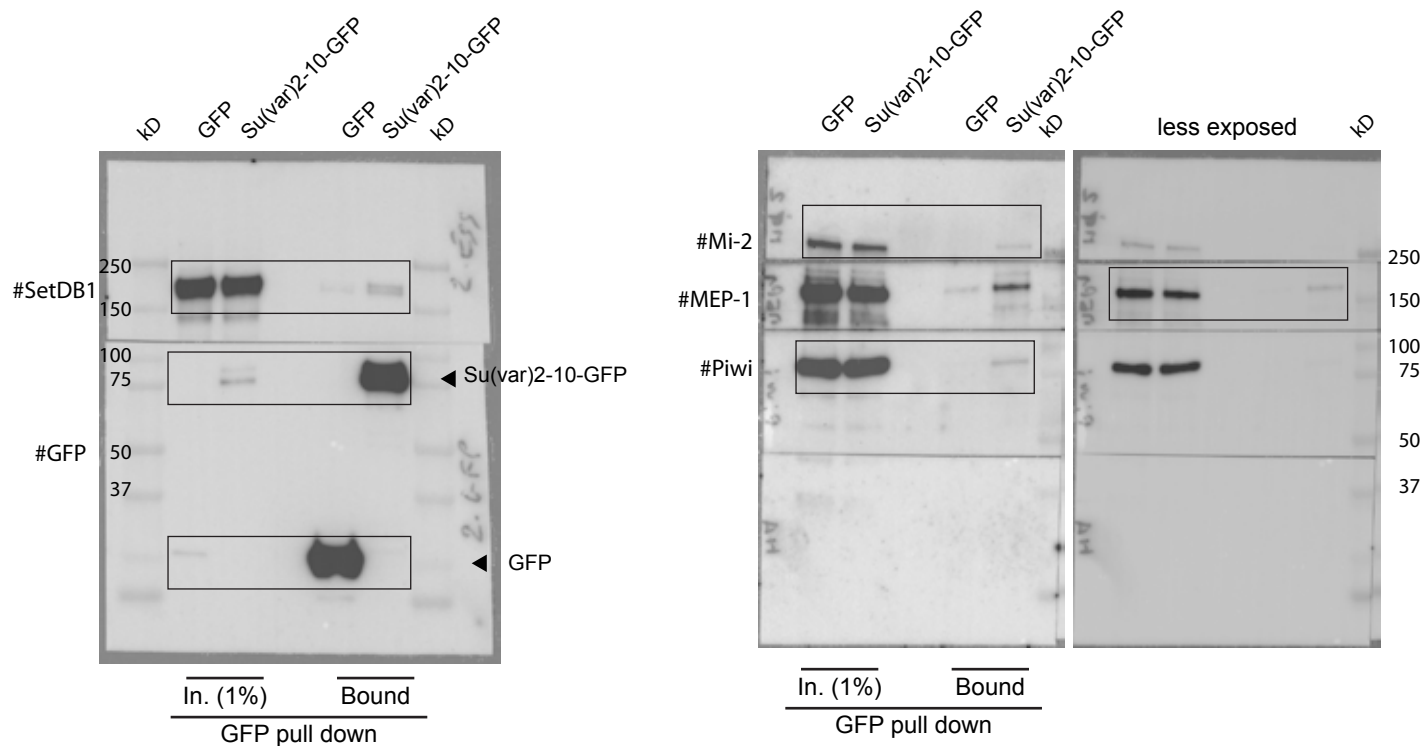

Supplementary Fig2b

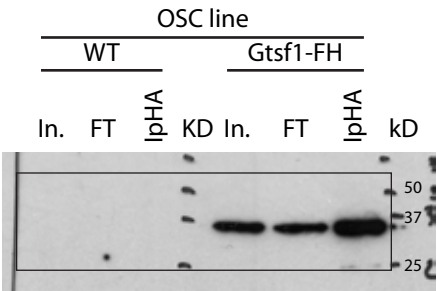

Supplementary Fig2c

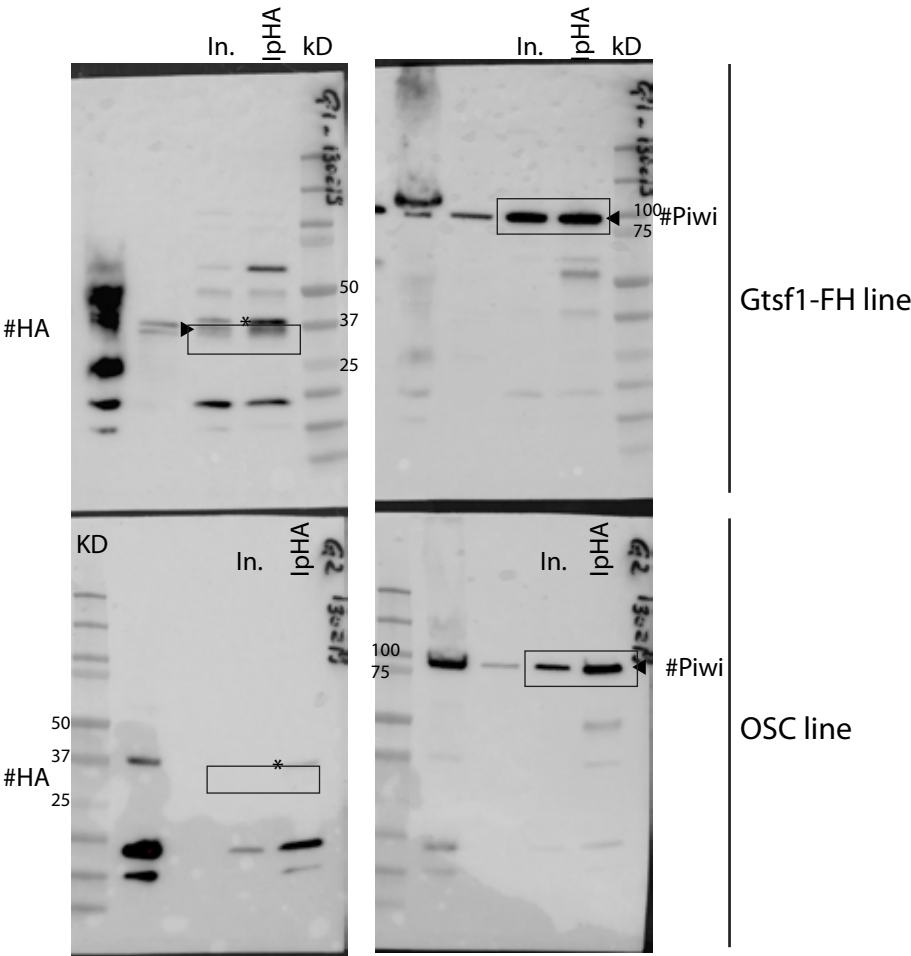

\*: unspecific band

**Supplementary Fig3a upper panel**

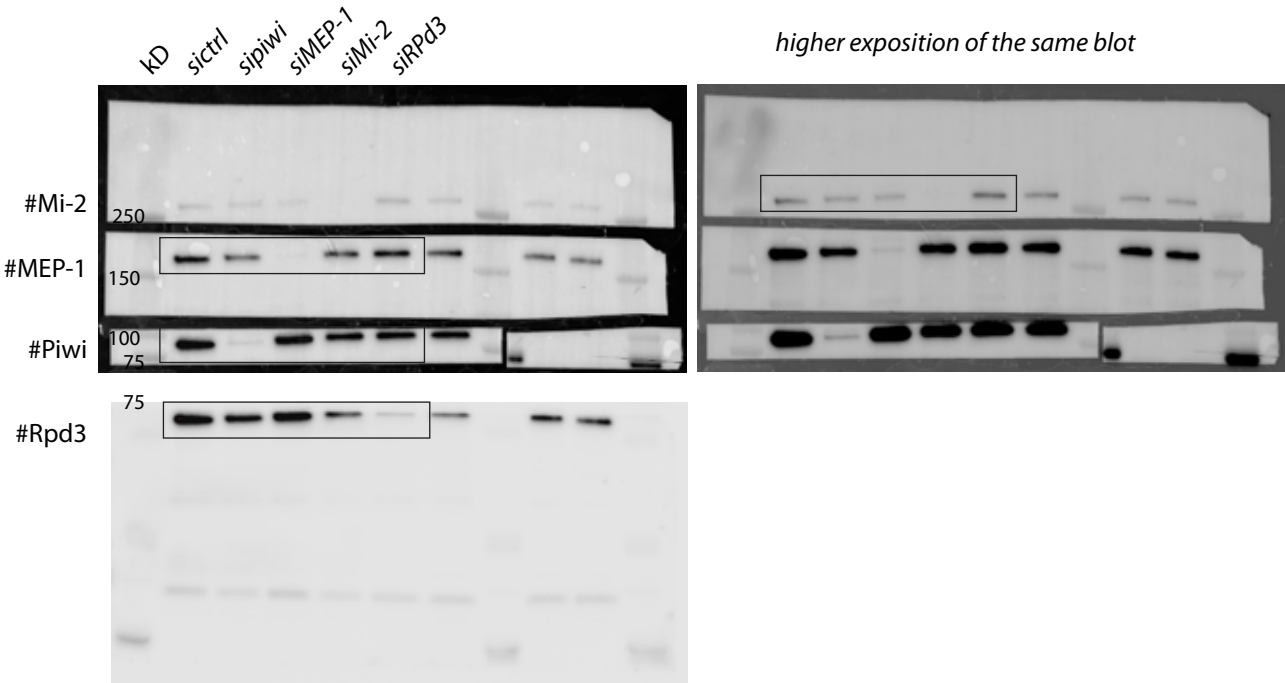

**Supplementary Fig3a lower panel**

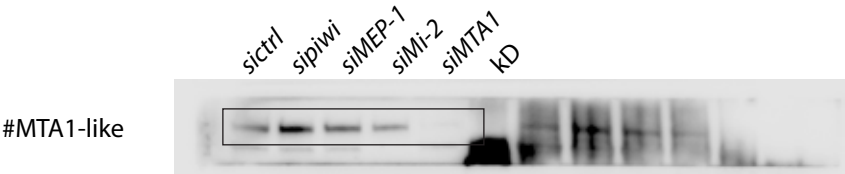

**Supplement:** Supplementary file 6 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

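OSCs were transfected with siRNA against GFP (siGFP), piwi (sipiwi), Mi-2 (siMi-2) or Rpd3 (siRpd3), and poly(A) RNA was sequenced, with 1 library per condition and 4 libraries in all. The samples were assigned to conditions from their labels and the paper's methods, which name the control EGFP and GFP respectively. Because the RNA of the targeted gene was not lower in it, the Rpd3 knockdown is called the library labelled siRpd3. The authors mapped the reads with bowtie2 at default parameters to the dm6 genome and to a transcriptome of genes and transposons, obtained read counts per position with BEDTools genomecov scaled to library size, and calculated FPKM for each gene and transposon. They deposited these FPKM values as a table of transcripts and a table of TEs. The paper's text does not name a pseudocount for the FPKM ratios.

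The transcript table lists 35327 rows of 16785 genes, and 98.9% of the rows were matched to RefSeq accessions. FPKM values are not counts, and no count test was run on them. Whole reads and transcript lengths were recovered from the steps between FPKM values. They were used for intervals, floors, lengths, the reads printed and shares of mapped reads. The test of ribosomal protein reads, the filter on siGFP reads and the simulations of counting error also used them. The depth was between 32638866 and 38060116 mapped reads per library, so that the floor of 3 reads corresponds to between 0.0158 and 0.0184 FPKM for a 5000-nt transcript. In simulated tables, all 4 of 4 depths were recovered, and 0.406% of 1479 transcripts given values that were not whole were assigned a length.

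TE ratios to siGFP were taken without a pseudocount over TEs above 0 in both libraries, and gene ratios as log2(FPKM + 0.1) over genes with a mean FPKM of at least 1, with the transcripts of a gene summed. A feature was called higher above 2-fold and lower below 0.5-fold. Piwi-targeted TEs are those higher in sipiwi. Medians of TE sets and gene lists were placed among 10000 random sets of the same size, matched on mean log2 FPKM in 5 bins for TEs and on mean FPKM in 20 bins for genes. The genes targeted by siRNA (piwi, Mi-2 and Rpd3) were left out of the gene lists. Percentiles describe these libraries and are not p-values. Intervals of a ratio are exact Clopper-Pearson intervals of the share of reads, at 95%. For gene ratios they were put on the log2(FPKM + 0.1) scale unless stated otherwise. Against a library with at most 3 reads, the reads or the interval are given and no fold. In simulated data, 200 of 200 genes raised 4-fold and 5 of 7750 unchanged genes were called higher, and 17 of 200 random lists of unchanged genes (8.5%) fell outside percentiles 5 to 95.

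The genes and TEs named were fixed as those the paper names, the 5 TEs with the highest and the 3 with the lowest ratio per library among TEs with a mean FPKM of at least 0.1, the 5 genes with the highest and the 5 with the lowest ratio per library, and the 5 genes higher in all 3 knockdowns with the largest minimum ratio. The lowest genes of the piRNA pathway list in siMi-2 were named after their values were seen. The alternatives were pseudocounts of 0.01, 0.1 and 1 FPKM, minimum mean FPKM values, thresholds of 1.5-fold and 4-fold, scaling to the median gene, to RpL32 or to the other TEs, and the most highly expressed transcript in place of the sum. Ratios relative to the 200 genes nearest in transcript length, a filter of more than 3 siGFP reads and random lists matched on length were chosen after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A list of proneural and neuronal genes was not tested, as too few of its genes reached the minimum mean FPKM. RT-qPCR, ChIP and mass spectrometry experiments were not analysed here.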

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

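Of the tests in this part, the median gene ratios and the heat shock list in siMi-2 were set beforehand, and the tests of transcript length, matched genes, counting error, ribosomal protein reads and Hsp70 copies were chosen only after the results were seen. The paper discusses neither the TEs outside the Piwi-targeted set nor genes across the transcriptome, which is what singled these results out. The targeted Rpd3 RNA was not lower in the library labelled siRpd3, so no direction there can be tied to a loss of Rpd3 RNA.

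Outside the Piwi-targeted set, 32 TEs in siMi-2 and 26 in the library labelled siRpd3 were more than 2-fold higher than in siGFP. In 1000 simulations of TEs with unchanged read rates, at most 6 and 5 TEs passed, so counting error does not account for the numbers. A difference in scale between the libraries would shift genes as much as TEs. The median gene had a log2 ratio of 0.13 in siMi-2, less than the 0.88 of these TEs, and of 0.69 in the library labelled siRpd3, more than their 0.59. The TEs were also set against random sets of genes, each TE drawn against the 200 genes nearest in length and mean FPKM. Their median lay at percentile 98.8 in siMi-2 and at percentile 0 in the library labelled siRpd3. The matched genes had medians of 0.58 and 1.71 in these libraries. In the library labelled siRpd3 these TEs thus rose less than the matched genes, and across them the ratio had a Spearman correlation with length of 0.04. Their ratios there are no higher than those of genes, and the cause of their rise cannot be told. In siMi-2 most of the 0.88 is matched by the 0.58 of such genes. Relative to genes of similar transcript length alone, the median log2 ratio of these TEs in siMi-2 was 0.60. How much of their rise sets the TEs apart from genes thus depends on the matching. A wider effect of Mi-2 on TEs is a hypothesis for the part that remains, and with 1 library a difference between cultures was not tested.

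The genes more than 2-fold higher in all 3 knockdowns numbered 319, and at most 6 passed in 1000 simulations of unchanged genes. All 3 ratios share the siGFP library. With sipiwi, siMi-2 or the library labelled siRpd3 in its place as the low library, 82, 114 and 235 genes were found, so a low siGFP library could contribute, and this cannot be told apart from a shared response. Relative to genes of similar transcript length, 161 of the 319 stayed above 2-fold in all 3, which cannot exclude length because the genes were chosen for their rise. Those with the largest minimum ratio were CG8468, lncRNA:CR45564, snRNA:U6:96Aa, CG30076 and CG43185, all but CG8468 with at most 3 reads in siGFP.

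Genes with transcripts of at least 5000 nt had a median log2 ratio of 2.02 in the library labelled siRpd3. The 84 ribosomal protein genes took 30.9% of mapped reads in siGFP and 13.7% in the library labelled siRpd3. With their reads left out of both totals, the median ratio of all genes there fell to 0.37 from 0.69, the direction that leaving out genes with lower ratios must give. It stayed above 0, so the fall of these genes does not account for the whole shift. No test here separates RNA quality or library preparation from a response of the cells, and no biological explanation was tested.

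The highest gene in siMi-2 was CG14984, with 2 reads in siGFP and 2696 in siMi-2, a log2(FPKM + 0.1) ratio of 9.37. Without a pseudocount, the interval for counting error began at a log2 ratio of 8.56. The gene had 96 reads in the library labelled siRpd3. No explanation was tested for it. MEP-1 RNA had a log2 ratio of 2.50 in the library labelled siRpd3. Relative to genes of similar transcript length it was 0.82, so the rise cannot be told apart from the length trend of that library.

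The heat shock genes had a median at percentile 99.96 of random lists in siMi-2 and at percentile 100 in the library labelled siRpd3. The list holds 6 near-identical Hsp70 copies whose reads the mapping could share. With the copies counted as 1 gene, the percentile was 93.6 in siMi-2, within the range of random lists, and 99.9 in the library labelled siRpd3. The full list, with the copies counted apart, lay at percentile 100 in the library labelled siRpd3 among random lists also matched on transcript length. The rise in siMi-2 may thus rest on the Hsp70 copies. In the library labelled siRpd3, neither the copies alone nor length alone accounts for the rise, and they were not tested together. Of the list's genes other than the copies, only Hsp67Bc, at -1.24, lay below the median of all genes in its length range, -0.01. Hsp22, DnaJ-1 and Hsp68 stood at 1.23, 1.99 and 2.36 there, against medians of -0.01, 0.56 and 0.99 in their length ranges. These values argue against copies and length as the source of the whole rise there. A stress response there is only a hypothesis and cannot be told apart from a difference between cultures.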

How the results depend on the processing

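The alternatives were chosen before the data were examined, except the comparison with genes of similar transcript length, the filter of more than 3 siGFP reads and the random lists matched on length, which were chosen after seeing the data. Of 365 values of the main results under an alternative, 252 stayed within the interval or the set range of the main value, 112 moved outside it and 1 passed a threshold it had not passed. The 252 include values that could not move. Scaling a whole library leaves the ranks of TEs and the correlations between knockdowns unchanged, and gene list percentiles nearly so. The cause was not tested for any of the changes below. Rpd3 RNA was not lower in the library labelled siRpd3, and all values there carry that limit.

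With each library scaled to its median gene, log2 ratios of the targeted genes moved to -1.20 for piwi, 0.72 for Mi-2 and 0.33 for Rpd3 in sipiwi, to 0.37, -2.70 and -0.51 in siMi-2, and to -0.49, 0.59 and -0.15 in the library labelled siRpd3. The signs of piwi and Rpd3 in the library labelled siRpd3 changed. The log2 ratio of ex was 3.66 there. Genes higher and lower than 2-fold were 432 and 363 in sipiwi and 1856 and 1713 in the library labelled siRpd3, 165 genes were higher in all 3 knockdowns, and 9 other TEs were higher in the library labelled siRpd3. The share of higher genes among changed genes was 54.3%, 74.3% and 52.0%, against 81.8%, 82.0% and 84.6% without scaling. This scaling shifts log2 ratios by 0.29, 0.13 and 0.69.

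Scaled to RpL32, the log2 ratios were -0.46 for piwi, 1.46 for Mi-2 and 1.07 for Rpd3 in sipiwi, 0.44 for piwi in siMi-2, and 1.47, 2.54 and 1.81 in the library labelled siRpd3. The log2 ratio of ex was 2.402 in sipiwi and 5.57 in the library labelled siRpd3. Higher and lower genes were 2552 and 86 in sipiwi and 6106 and 84 in the library labelled siRpd3, or 96.7% and 98.6% higher, with 79.0% in siMi-2, and 512 genes were higher in all 3. Of the 40 Piwi-targeted TEs under this scaling, 39 were also higher in the library labelled siRpd3, with a median log2 ratio of 2.97, and 52 other TEs were higher there. Scaled to the other TEs, 17 Piwi-targeted TEs were also higher in siMi-2, with a median log2 ratio of 1.37, and 10 and 9 other TEs were higher in siMi-2 and in the library labelled siRpd3.

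With a pseudocount of 1 FPKM, 14 TEs were Piwi-targeted, 11 of them also higher in siMi-2 and 11 in the library labelled siRpd3, and 11 and 9 other TEs were higher. The median log2 ratio of the set in siMi-2 was 1.61. The ranks were 2 for gypsy in sipiwi, 2 for gypsy and 6 for mdg1 in siMi-2, and 5 for mdg1 in the library labelled siRpd3. The Pearson correlation of sipiwi and siMi-2 was 0.619 and the Spearman correlation of sipiwi and the library labelled siRpd3 was 0.485. The log2 ratio of ex was 0.62, 1.02 and 2.14, that of Mi-2 in siMi-2 was -2.41, 513 genes were higher and 111 lower in sipiwi, and 117 were higher in all 3. With 0.01 FPKM the log2 ratio of ex was 2.71, 3.55 and 5.18. With 0.1 FPKM, 17 other TEs were higher in the library labelled siRpd3, and the ranks were 10 for mdg1 and 6 for gypsy in siMi-2 and 5 for mdg1 in the library labelled siRpd3.

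Over TEs with a mean FPKM of at least 1, 18 were Piwi-targeted, 17 also higher in siMi-2 and 14 in the library labelled siRpd3, 15 and 14 other TEs were higher, mdg1 and gypsy ranked 12 and 6 in siMi-2, and the Spearman correlation of sipiwi and siMi-2 was 0.346. Over genes with a mean FPKM of at least 5, higher and lower genes were 575 and 106 in sipiwi and 660 and 173 in siMi-2, 164 were higher in all 3, and the germline list in the library labelled siRpd3 lay at percentile 99.13 against 38.5. Without the filter, they were 1474 and 493 in sipiwi and 2309 and 548 in siMi-2. With the most highly expressed transcript for each gene, ex had log2 ratios of 2.41 in siMi-2 and 3.63 in the library labelled siRpd3.

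At 1.5-fold, 36 of 40 Piwi-targeted TEs were also higher in the library labelled siRpd3, higher and lower genes were 2390 and 508 in sipiwi and 2162 and 856 in siMi-2, 1166 were lower in the library labelled siRpd3, and 862 were higher in all 3. At 4-fold, 14 TEs were Piwi-targeted, 8 also higher in siMi-2 and 11 in the library labelled siRpd3, and 17 and 8 other TEs were higher. Higher and lower genes were then 117 and 28 in sipiwi, 466 and 55 in siMi-2 and 1285 and 111 in the library labelled siRpd3, with 51 higher in all 3.

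Relative to genes of similar transcript length, 7 of 22 TEs that were Piwi-targeted by that measure were also higher in the library labelled siRpd3, with a median log2 ratio of 0.62, and 4 other TEs were higher there. The log2 ratio of ex was 1.28, 2.39 and 2.28. Higher and lower genes were 370 and 417 in sipiwi and 1432 and 1245 in the library labelled siRpd3, or 47.0% and 53.5% higher, with 73.5% in siMi-2, and 168 were higher in all 3.

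For named TEs, 168 of 546 values under an alternative moved, and the sign changed in 21 values, of which 3 had a log2 ratio of at least 1 in size. For named genes, 301 of 747 values moved, and the sign changed in 16 values, none with a ratio of that size. Of 56 values of the other gene lists, 53 kept their side of the percentile limits and 3, all of the dNuRD and dMec list without Mi-2 and Rpd3, fell within them. The depth limits the TEs with few reads in siGFP, and with more than 3 reads required there 26 TEs were Piwi-targeted.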

Differences from the paper's values

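No test in this part was chosen after the results were seen, except the comparison of ex with genes of similar transcript length. The paper's RT-qPCR values are means of 3 cultures given in its source data, relative to RpL32, and errors are SD computed from the 3 values. They come from random-primed total RNA of cells transfected by another protocol and kept at a lower temperature than the mRNA-seq cells. A gap can therefore come from the assay or the cultures as well as from the processing. The mRNA-seq values come from 1 library per condition. Folds of TEs carry no pseudocount, while those of genes carry 0.1 FPKM. That is near the 0.095 FPKM of ex in siGFP, so the folds of ex are lowered by it. Rpd3 RNA was not lower in the library labelled siRpd3, which bears on each of its values.

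The level of piwi RNA in sipiwi was 0.530 against the paper's 0.0927 (SD 0.0167), and none of the alternatives set before the data were examined closed the gap. The level of Mi-2 RNA in siMi-2 was 0.167 against the paper's 0.327 (SD 0.0349), and none of these alternatives closed it. The level of Rpd3 RNA in the library labelled siRpd3 was 1.46 against the paper's 0.446 (SD 0.0509). None of the alternatives set before the data were examined closed this gap either, and the closest of them, scaling to the median gene, gave 0.903. Scaled to RpL32, the reference of the RT-qPCR, the level was 3.51.

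For Tabor the fold in siMi-2 was 5.02 against the paper's 2.05 (SD 0.214). With a pseudocount of 1 FPKM it was 2.81 and with each library scaled to the other TEs 2.73, both within 1.5-fold of the paper's value, while the other alternatives set before the data were examined left the gap. For gypsy the fold in siMi-2 was 5.20 against the paper's 2.86 (SD 0.194), and scaling to the other TEs, giving 2.83, closed the gap while the others did not. The same settings opened gaps elsewhere in siMi-2. Scaling to the other TEs moved mdg1 from 4.74 to 2.58, against the paper's 5.25 (SD 0.566). A pseudocount of 1 FPKM moved ex from 6.78 to 2.03, against the paper's 9.34 (SD 0.337). In sipiwi, Tabor was 20.6-fold against the paper's 5.60 (SD 0.932) and gypsy 24.5-fold against the paper's 5.17 (SD 1.06). In the library labelled siRpd3, Tabor was 6.68-fold against the paper's 1.77 (SD 0.445), gypsy 28.4-fold against the paper's 2.33 (SD 0.846), and ex 20.0-fold against the paper's 2.82 (SD 0.821). For these 5 values none of the alternatives set before the data were examined closed the gap.

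The paper places mdg1 and gypsy among the most derepressed TEs in each knockdown. In siMi-2 their ranks were 20 and 12 of 111 TEs, and with a pseudocount of 1 FPKM they were 6 and 2. The paper's RT-qPCR has ex highest in siMi-2, while the mRNA-seq ratio was highest in the library labelled siRpd3. Relative to the 200 genes nearest in transcript length, the log2 ratio of ex was 2.39 in siMi-2 and 2.28 in the library labelled siRpd3. That alternative, chosen after seeing the data, thus has the order of the RT-qPCR for these knockdowns. The log2 ratios of mdg1 were within the reading error of the paper's, about 2.2 in siMi-2 in Supplementary Fig. 3c, read by eye, against 2.25.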

Other observations

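Of the tests in this part, those of the piRNA pathway and germline lists were set beforehand, and those of transcript length, matched genes and sample labels were chosen only after the results were seen.

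Rpd3 RNA was not lower in the library labelled siRpd3, and several explanations were weighed. Relative to genes of similar transcript length, its log2 ratio was -0.28, below 0 but not as low as the paper's RT-qPCR level. At percentile 44.5 of those genes it was an ordinary gene among them, and in siMi-2 it lay lower, at percentile 19. These values do not show a knockdown, and whether the length trend hides one cannot be told. If the library were another of the paper's knockdowns, the RNA of that gene would be low in it. Of piwi, Mi-2, MEP-1, MTA1-like and MBD-like, the lowest was piwi at percentile 13.5 of genes of similar length, against percentile 1 for piwi in sipiwi and 0 for Mi-2 in siMi-2. This does not point to a swap with one of those knockdowns, but a library of another experiment remains possible. Whether the mRNA-seq transfection depleted the Rpd3 protein was not tested, since the paper's western blots and RT-qPCR are other samples or are not stated to be the same.

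The Piwi-targeted TEs were tested against transcript length, because the gene ratios in the library labelled siRpd3 rise with it. Relative to genes of similar length their median log2 ratio was 1.83 in siMi-2 and 0.46 in the library labelled siRpd3. Among random sets of genes matched to each TE on length and mean FPKM, their median lay at percentile 100 in siMi-2 and at percentile 87.6 in the library labelled siRpd3, and among random TE sets matched on length at percentile 100 in both. The matched genes had medians of 0.52 and 1.82, against 2.24 and 2.16 for the set. In siMi-2, length and level thus leave most of the rise of the set standing, with the same limit from the shared siGFP library. In the library labelled siRpd3, the height of the set above siGFP cannot be told apart from that of long genes. Subtracting the trend of genes can over-correct, since other TEs of at least 5000 nt had a median of 0.75 there against 2.02 for genes of that length. The set stands above the other TEs, but it was chosen by its ratio to the same siGFP library, and the percentiles among TE sets do not allow for this. For ex in the library labelled siRpd3, the log2 ratio relative to genes of similar length was 2.28, so length does not account for the whole of its rise.

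A loss of piRNA pathway gene expression could raise TEs indirectly. The median of 24 such genes, piwi left out, lay at percentile 44.0 of random lists in siMi-2 and at percentile 86.5 in the library labelled siRpd3, neither of them low. A list median cannot show the loss of a single required factor. In siMi-2 the log2 ratio was -0.47 for egg and -0.31 for arx, and the lowest genes of the list, chosen after their values were seen, were vret at -1.30, shu, with 5704 reads in siGFP and 2813 in siMi-2, and zuc at -0.96. In the library labelled siRpd3, vret was at -0.80 and zuc at -0.60. The paper reports by RT-qPCR that piRNA precursors and mature piRNAs did not decrease in these knockdowns, which bears on a route through piRNA production. A route through lower egg or arx RNA in siMi-2 was not tested.

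Germline genes could be released by these knockdowns. The median of the 11 tested lay at percentile 63.8 in siMi-2 and 38.5 in the library labelled siRpd3, although with a minimum mean FPKM of 5 it lay at 99.13 in the library labelled siRpd3. With the targeted Mi-2 and Rpd3 left out, the 6 other genes of the dNuRD and dMec complexes had a median at percentile 99.7 in sipiwi, 97.1 in siMi-2 and 96.8 in the library labelled siRpd3. These percentiles share the siGFP library, and 3 values of the list fell within the percentile limits under an alternative. RpL32, the reference gene of the paper's RT-qPCR, had log2 ratios of -0.46 in sipiwi, 0.06 in siMi-2 and -1.27 in the library labelled siRpd3.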
